# Reconstruction of a Global Transcriptional Regulatory Network for Control of Lipid Metabolism in Yeast by Using Chromatin Immunoprecipitation with Lambda Exonuclease Digestion

**DOI:** 10.1128/mSystems.00215-17

**Published:** 2018-07-31

**Authors:** David Bergenholm, Guodong Liu, Petter Holland, Jens Nielsen

**Keywords:** ChIP-exo, transcriptional regulatory network, environmental response, lipid metabolic map, novel targets

## Abstract

To build transcription regulatory networks, transcription factor binding must be analyzed in cells grown under different conditions because their responses and targets differ depending on environmental conditions. We performed whole-genome analysis of the DNA binding of five Saccharomyces cerevisiae transcription factors involved in lipid metabolism, Ino2, Ino4, Hap1, Oaf1, and Pip2, in response to four different environmental conditions in chemostat cultures, which allowed us to keep the specific growth rate constant. Chromatin immunoprecipitation with lambda exonuclease digestion (ChIP-exo) enabled the detection of binding events at a high resolution. We discovered a large number of unidentified targets and thus expanded functions for each transcription factor (e.g., glutamate biosynthesis as a target of Oaf1 and Pip2). Moreover, condition-dependent binding of transcription factors in response to cell metabolic state (e.g., differential binding of Ino2 between fermentative and respiratory metabolic conditions) was clearly suggested. Combining the new binding data with previously published data from transcription factor deletion studies revealed the high complexity of the transcriptional regulatory network for lipid metabolism in yeast, which involves the combinatorial and complementary regulation by multiple transcription factors. We anticipate that our work will provide insights into transcription factor binding dynamics that will prove useful for the understanding of transcription regulatory networks.

**IMPORTANCE** Transcription factors play a crucial role in the regulation of gene expression and adaptation to different environments. To better understand the underlying roles of these adaptations, we performed experiments that give us high-resolution binding of transcription factors to their targets. We investigated five transcription factors involved in lipid metabolism in yeast, and we discovered multiple novel targets and condition-specific responses that allow us to draw a better regulatory map of the lipid metabolism.

## Abstract (precis)

Transcription factors play a crucial role in the regulation of gene expression and adaptation to different environments. To better understand the underlying roles of these adaptations, we performed experiments that give us high-resolution binding of transcription factors to their targets. We investigated five transcription factors involved in lipid metabolism in yeast, and we discovered multiple novel targets and condition-specific responses that allow us to draw a better regulatory map of the lipid metabolism.

## INTRODUCTION

Cellular functions are reprogrammed in response to environmental changes, and transcription factors (TFs) play a key role in this regulation. The complexity of transcriptional regulation in eukaryal cells and the lack of knowledge regarding the structure of regulatory networks, however, limit understanding of how this type of reprogramming occurs. Approximately 200 sequence-specific TFs have been characterized or predicted in the model organism Saccharomyces cerevisiae (1). In transcriptional regulatory systems of low connectivity (such as that in Escherichia coli [2–4]) or in systems that have hierarchical structures, TF deletion studies have proved to be useful, as the resulting phenotype corresponds well with the function of the deleted TF. However, in S. cerevisiae where a hierarchical structure of transcription factors does not exist due to the complex regulation with internal loops where TFs are controlling each other (5) and where genes are regulated by multiple TFs, deletion of individual TFs followed by genome-wide transcription analysis has not allowed us to identify the full function of TFs (6). To better resolve these combinatorial regulations and internal regulatory loops, it is necessary to identify the binding sites of transcription factors at a high resolution and their changes in response to environmental conditions. Here we demonstrate that by using this approach, it is possible to reconstruct a transcriptional regulatory network for lipid metabolism in yeast by mapping binding of five TFs that are involved in regulation of lipid metabolism: Ino2, Ino4, Hap1, Oaf1, and Pip2.

To generate a genome-wide lipid metabolic transcriptional regulatory network, we used chromatin immunoprecipitation with lambda exonuclease digestion (ChIP-exo) (7), followed by high-throughput sequencing, to map binding of these five TFs. Earlier studies on the genome-wide binding of these TFs were done mainly in rich media using chromatin immunoprecipitation with microarray technology (ChIP-chip) (8), which does not allow the precise binding sites to be mapped or evaluation of conditional binding under different conditions. The use of different culture conditions to map differential binding of TFs has been suggested (9), and recently, we showed that this allowed the identification of new functions of the transcription factor Cst6 (10).

Ino2, Ino4, Hap1, Oaf1, and Pip2 all play important roles in the lipid metabolic network of S. cerevisiae. Ino2 and Ino4 are paralogues that belong to the basic helix-loop-helix (bHLH) family and form a heterodimer that is involved in the phospholipid biosynthetic pathway (11). The YeTFaSCo database gives the consensus DNA-binding motif for the two TFs as CACATGC (12), which is also called the UAS_INO_ motif (13). Single deletions of either Ino2 or Ino4 yielded a decrease in phospholipid biosynthesis relative to the wild type, whereas the two regulators also have some different targets according to the transcriptome analysis (14). Hap1 is a Zn_2_Cys_6_ zinc finger TF that responds to oxygen and heme levels. Heme acts as an activator for Hap1 and the expression of the Rox1 repressor, and together, they form a circuit that fine-tunes the control of the oxygen-responsive pathways (15). The previously reported consensus motif for Hap1 is CCGXTAXXXCCG (16). Oaf1 and Pip2 are also C_6_ zinc finger TFs involved in β-oxidation and peroxisomal biogenesis, which can act as a heterodimer to bind oleate-responsive elements (OREs) (17), but they can also act independently of each other (18). The previous reported consensus motif for the Oaf1-Pip2 heterodimer is CGGXXXTX(7–10)CCG (19).

In our study we used chemostat cultures to generate chromatin binding data because this allows the analysis to be performed under well-controlled growth conditions and operation under different environmental conditions at the same specific growth rate. Four different limited conditions regarding different nutrition and oxygen availabilities were used to cover a wide range of different environmental growth conditions for S. cerevisiae.

## RESULTS

### Chemostat cultures and ChIP-exo mapping.

Strains expressing each of the five transcription factors (TFs) were constructed to have an *in situ* C-terminal tandem affinity purification (TAP) tag to enable immunoprecipitation of the TF. Each strain was cultured in chemostats with different limiting conditions in biological duplicates: nitrogen (N-lim), glucose (Glu-lim), glucose and oxygen (Ox,Glu-lim), and ethanol (Et-lim). 

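The deposited data are ChIP-exo of Ino2, Ino4, Hap1, Oaf1, and Pip2, each in 4 chemostat conditions, with 2 samples for each TF and condition and 40 samples in all. The dilution rate was 0.1 h−1. N-lim medium held 60 g/liter glucose and 1 g/liter ammonium sulfate and gave fermentative growth; Et-lim held 5 g/liter ethanol and gave respiratory growth; Glu-lim held 7.5 g/liter glucose and gave respiratory growth. For Ox,Glu-lim, the fermentative condition with oxygen kept low and Tween 80 added, the paper states 7.5 g/liter glucose and the sample labels state 10 g/liter. Ammonium sulfate was 5 g/liter outside N-lim. The sequencing depth of the samples is not known here. The authors aligned the reads with Bowtie2, trimmed them at the 3′ end, called events with GEM, divided signal by a noise level averaged for each replicate, kept events with log2(S/N) above 1, and gave each event to genes within 1,200 bp. Their processed tables, 1 for each TF, hold 7125 genes, and for each gene and condition only the highest event: its position, log2(S/N), the k-mer found by GEM, and its distance from the gene. The score is the authors' own and was taken as it stands. Duplicates were pooled in these tables, so 1 value stands for each TF, condition, and gene; no spread between replicates can be given, and no difference between conditions was tested gene by gene. Here a target is a gene with a listed event, which gives 5178 entries over 1371 genes. 3 choices were varied for most numbers: the threshold (log2 above 1, with 1.5 and 2 tried as well), the distance limit (600 bp tried as well), and the rule by which 1 event between a pair of divergent genes counts for both.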

Samples from each chemostat experiment were used to cross-link and purify DNA-protein complexes and digest nucleotides not covered by the cross-linked protein by the ChIP-exo method. Following release from the DNA-protein complex, the DNA was sequenced, and the reads were aligned to the reference genome assembly R64-2-1 of S. cerevisiae S288C. The identified TF-binding events were assigned to the closest gene and further analyzed for their biological impacts.

### ChIP-exo identified high-resolution targets of the five TFs.

The binding events from the ChIP-exo experiments with each TF were analyzed with the peak-finding algorithm GEM (20). 

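Ino2 and Ino4 had their highest mean binding on the same gene. Of the genes bound by Ino2 under all 4 conditions, the highest mean log2(S/N) was that of FAS1 (6.95), which encodes a subunit of fatty acid synthase, then GLN1 (6.51), glutamine synthetase, and FAS2 (6.34); for Ino4 it was FAS1 (8.57), then CPT1 (7.70), a phospholipid synthetic enzyme, and FAS2 (7.62). Hap1 had its highest mean on the promoter between ANP1 and HYP2 (7.25), followed by HOR7 (6.16). Oaf1 had its highest mean on the promoter of RGI2 and VHR1 (7.10), then on that of GLT1, glutamate synthase, and UGA3 (6.56). For Pip2 it was at the ribosomal DNA genes RDN25-2, RDN37-2, and RDN5-1 (7.64), followed by SEC62 (4.91). These places in the ranking need not mean promoter binding. For RDN25-2 and RDN5-1 the listed distance runs from the 3′ end of the gene. The Et-lim event listed for SEC62 lies past the 3′ end of that gene and 75 bp upstream of EEB1. The median log2(S/N) of all targets at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim was 2.71, 2.34, 2.44, and 2.22 for Ino2, 2.98, 4.68, 2.24, and 2.50 for Ino4, 3.53, 3.54, 3.01, and 2.52 for Hap1, 2.63, 2.75, 2.58, and 2.91 for Oaf1, and 2.03, 2.74, 1.92, and 2.92 for Pip2. Since read counts are not in the tables, a difference in depth between samples cannot be told from a difference in binding.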

The identified events were then assigned a binding ratio, which corresponds to the signal-to-noise ratio (*S*/*N*), where the duplication showed a good correlation (see Fig. S1 in the supplemental material). 

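Ino2 bound upstream of the enolase gene ENO1 at 1 place in all conditions: its highest event lay 700 bp from the start at N-lim, Ox,Glu-lim, and Glu-lim and 695 bp at Et-lim, beside the sequence GCATGTG at 1000222 to 1000228 of chromosome VII. Hap1 bound the promoter of HMX1, encoding heme oxygenase, at 553926, 554003, 553921, and 553921 of chromosome XII at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim, with log2(S/N) of 3.40, 4.64, 2.81, and 4.24; the match CGGCGTTATCGG to the CCGXTAXXXCCG motif covers 553921 to 553932. On GLT1, Oaf1 events lay at 156141, 156198, 156199, and 156196 of chromosome IV, and Pip2 events at 156197 (Et-lim) and 156138 (Ox,Glu-lim and Glu-lim), around the Oaf1 motif CGGTTTTAA at 156139 to 156147. Positions are those of the authors, and the sequences were read from the R64 reference on both strands. The tables give the peak position of 1 event for each condition and not the width of the reads around it.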

ChIP-exo identified the binding positions of the TFs on target promoters with high resolution, which can be visualized for all five of the studied TFs (Fig. 1A). The reads from all events found were extracted 300 bp before and 300 bp after each event. The events were then aligned at the center to create a heat map of binding profiles, as shown in Fig. 1B. From these results, it is observed that the binding profiles of Ino2, Ino4, Oaf1, and Pip2 are narrow, whereas Hap1 has a broader binding profile. The broader binding of Hap1 seems to be a result of CCG/GCG-rich regions. 

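For Ino2, 68.6% of the listed events (1174 of 1711; 95% interval, 66.4 to 70.8) lay up to 600 bp upstream of the gene; the share was 67.3% for Ino4 (64.8 to 69.8), 70.5% for Hap1 (67.3 to 73.5), and 64.8% for Oaf1 (61.4 to 68.0). These 4 TFs had median distances of 449, 449, 448.5, and 481.5 bp. Pip2 differed: 40.2% of its events (130 of 323; 34.9 to 45.8) lay in that region, and 131 others (40.6%) had a distance of the opposite sign. Checked against the gene coordinates of the reference, 118 of 307 Pip2 entries (38.4%; 33.0 to 44.1) carried the distance from the 3′ end of the gene to an event downstream of it, and no entry of the other TFs did. When each event was counted once, for its nearest gene, the shares rose to 79.2% for Ino2, 77.6% for Ino4, 82.0% for Hap1, and 72.8% for Oaf1; by absolute distance Pip2 had 69.9%. The intervals are exact binomial intervals and cover counting error only; no table lists an event closer than 101 bp to its gene.

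**Figure D1:**
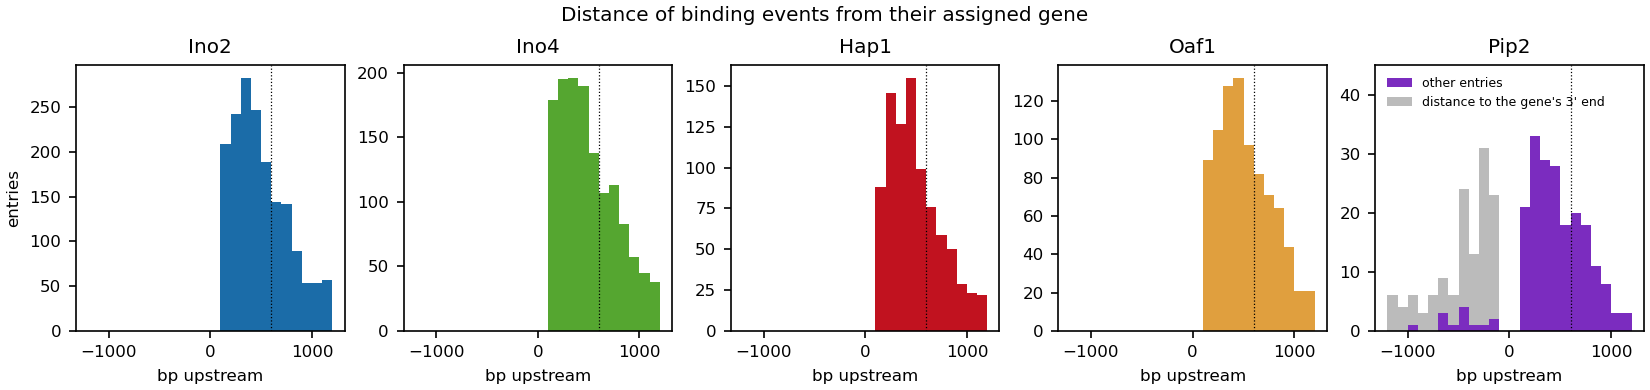
Distance of the listed events from their gene (bp upstream, horizontal) and number of entries (vertical) for each TF; the dotted line marks 600 bp. Pip2 entries whose distance runs from the 3′ end of the gene are gray and lie nearly all on the negative side, which the other 4 TFs leave empty.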

Investigating the distribution of binding events on the promoter regions showed that 60 to 80% of all binding occurs within the 600 bp upstream of the ATG codon (Fig. S2). By investigating the promoter regions of identified genes, we found that many promoters have multiple binding sites for one TF (Fig. 1C). An example of such multiple binding is demonstrated in Fig. 1D, where Ino2 bound to three sites in the promoter of *CHO2*. The binding sequences for Ino2 in the *CHO2* promoter are not directional, and none of the identified binding sites have the exact above-mentioned Ino2 consensus motif.

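CHO2 encodes phosphatidylethanolamine methyltransferase, and its promoter showed a pair of places for the highest Ino2 event: 446 bp upstream at N-lim and Glu-lim (position 801994 of chromosome VII) and 312 bp upstream at Et-lim and Ox,Glu-lim (802128). The k-mers listed for these events were GCATATG at Et-lim and CATGCCG at Glu-lim. The highest Ino4 events lay at 802127, 802044, 802144, and 802128 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim. A search of both strands of the reference found no CACATGC in the promoter of CHO2. Lower events on the same promoter are not in the tables, so the number of Ino2 sites under 1 condition cannot be counted from them.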

10.1128/mSystems.00215-17.1 FIG S1  Correlation between duplicates of ChIP-exo. The duplicates with log_2_ binding ratios (*S*/*N*) of >1 are plotted. Download FIG S1, TIF file, 3.1 MB. Copyright © 2018 Bergenholm et al. 2018 Bergenholm et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00215-17.2 FIG S2  Distribution of peaks identified on the promoter regions. The promoter regions have been divided into 300-bp fragments where the number of peak summits have been summed. Download FIG S2, TIF file, 1.4 MB. Copyright © 2018 Bergenholm et al. 2018 Bergenholm et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**FIG 1:**
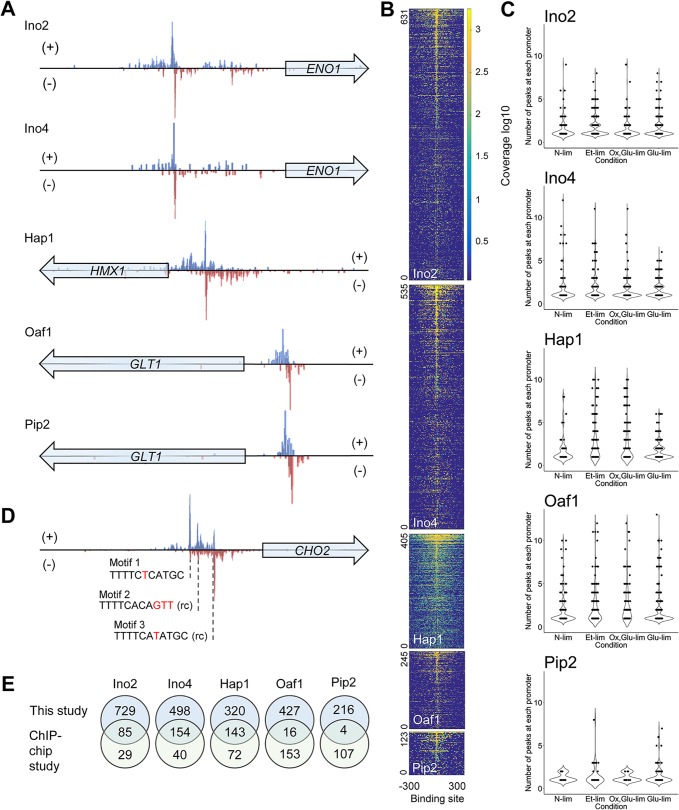
Identification of direct target genes of TFs by ChIP-exo. (A) Examples of TF-binding sites identified at high resolution. The distribution of 3′-trimmed sequencing reads mapped to forward (+) and reverse (−) strands of gene promoters are shown. (B) Heat map showing the binding of TFs on all target regions under the glucose-limited (Glu-lim) condition. Coverage values indicate the counts of reads around the center of binding sites. For each TF, the rows representing binding events are sorted by *S*/*N* ratio and aligned to their centers. (C) Violin plots of each TF and their peak count for each promoter. Most promoters have one or two binding sites per TF, but there can be even higher numbers. (D) Multiple binding sites of Ino2 on the promoter of *CHO2* under Et-lim condition. Three binding motifs of Ino2 are shown with sequence variations relative to the consensus motif (CACATGC) colored in red. rc, reverse complement sequence. (E) Comparison of the target genes encoding proteins under four conditions identified in this study and those in the previous ChIP-chip study with rich media (9). For the ChIP-chip data, genes with *P* value of <0.01 in the original data set are considered significant targets.

We further compared all the identified targets for each TF (listed in Tables S1 to S5 in Data Set S1 in the supplemental material) to those identified in a previous ChIP-chip study where yeast was grown unlimited in rich media (9) (Fig. 1E). For Ino2 and Ino4, we confirmed most of the previously reported targets but also found hundreds of new targets. For Hap1, 143 targets overlapped with the targets of previous reports in the literature, although we missed 72 targets that had previously been reported, possibly due to the different culture conditions used or decreased significance of some peaks after data treatment (Fig. S3). 

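In the comparison made by the authors, 442 Oaf1 target genes and 220 Pip2 target genes came from ChIP-exo. Of the Oaf1 genes, 16 were also in the ChIP-chip set, against 153 found by ChIP-chip only, while 100 were listed as direct targets in YEASTRACT; of the Pip2 genes, 4 were in the ChIP-chip set, against 107 found by ChIP-chip only, and 40 were in YEASTRACT. These counts were read from the authors' own comparison table, and the ChIP-chip values themselves were not analysed here.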

For Oaf1 and Pip2, only a few targets overlapped with the previous ChIP-chip data. 

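Of 12 β-oxidation genes, which act in the peroxisome, Oaf1 bound 8 and Pip2 bound 7 in at least 1 condition; in the ChIP-chip columns of the authors' table, 1 of the 12 was a target of each TF, and in YEASTRACT 7 were listed for Oaf1 and 4 for Pip2. FOX2, the multifunctional enzyme, had Oaf1 events with log2(S/N) of 2.57, 5.62, and 3.73 at N-lim, Et-lim, and Ox,Glu-lim, and Pip2 events of 2.10, 4.49, 2.55, and 4.49 in the order N-lim, Et-lim, Ox,Glu-lim, and Glu-lim. POX1, acyl-CoA oxidase, had Oaf1 events of 2.50, 3.07, 4.14, and 2.36, with Pip2 at 2.44 (N-lim) and 3.16 (Glu-lim); POT1, the thiolase, had Oaf1 events of 3.28 (N-lim), 4.49 (Ox,Glu-lim), and 2.93 (Glu-lim) and a Pip2 event of 3.8 at Glu-lim. FAA2, the gene that ChIP-chip did name, had Oaf1 events of 3.9, 5.13, and 3.39 at Et-lim, Ox,Glu-lim, and Glu-lim. The transporter genes PXA1 and PXA2 and the isomerase genes ECI1 and DCI1 had no event of either TF. The study shows β-oxidation among the processes that passed its own test on these samples, so the list of 12 genes is not independent of them.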

Oaf1 and Pip2 targets identified earlier by ChIP-chip are, however, questionable, as they did not identify most of the β-oxidation genes that are known Oaf1-Pip2-binding targets as evidenced by other studies (21) and our study (Table S8 in Data Set S1). Of the 85 oleate-responsive elements (OREs) previously predicted in putative promoter regions (18), 38 were identified to be bound targets of Oaf1 or Pip2. Combining the binding sites detected by us and the 15 ones identified previously (22), we expand the bound ORE targets for Oaf1 or Pip2 to 45.

10.1128/mSystems.00215-17.3 FIG S3  Effect of data treatment on the identification of Hap1-binding events. The binding on *ERG27* promoter is taken as an example, where the distributions of untrimmed 75-base reads (raw data) and 3′-trimmed reads (treated data) mapped to this region are shown. The binding of Hap1 can be manually identified from raw data (consensus motifs marked by yellow triangles) but was not detected using the treated data. This can lead to missing targets, which is a weakness in current high-throughput genome-scale analysis. Download FIG S3, TIF file, 0.5 MB. Copyright © 2018 Bergenholm et al. 2018 Bergenholm et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00215-17.10 DATA SET S1  Table S1 shows Ino2 data, including the peak loci, highest peaks [log]_2_(S/N)], motif, and direction and distance to ATG for each gene bound under each condition. Table S2 shows Ino4 data, including the peak loci, highest peaks [log]_2_(S/N)], motif, and direction and distance to ATG for each gene bound under each condition. Table S3 shows Hap1 data, including the peak loci, highest peaks [log]_2_(S/N)], motif, and direction and distance to ATG for each gene bound under each condition. Table S4 shows Oaf1 data, including the peak loci, highest peaks [log]_2_(S/N)], motif, and direction and distance to ATG for each gene bound under each condition. 

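Readers of the Pip2 table should know that its distances do not all run from the start codon. In the shares by condition, 55.1% of the entries checked at N-lim, 34.0% at Et-lim, 44.4% at Ox,Glu-lim, and 33.6% at Glu-lim give the distance from the 3′ end of the gene to an event downstream of it. If genes that have no other kind of entry are left out, 93 Pip2 genes drop and 142 remain. Of the genes listed for Pip2 and for no other TF, 36 of 108 remain, and of the genes shared with Oaf1, 93 of 101; OLE1, MDH2, and FAS1 keep their Pip2 events. The Ino2, Ino4, Hap1, and Oaf1 tables hold no such entry among those whose gene has coordinates in the reference.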

Table S5 shows Pip2 data, including the peak loci, highest peaks [log]_2_(S/N)], motif, and direction and distance to ATG for each gene bound under each condition. Table S6 shows primers used for strain construction and ChIP-qPCR. Table S7 shows adapters and primers used for ChIP-exo. Table S8 shows the overlap of binding targets of Oaf1 and Pip2 between this study and previous reports. 

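The pathway lists of this table hold 18 gluconeogenesis genes, 26 sterol synthesis genes, 20 fatty acid synthesis genes, 12 β-oxidation genes, 4 malate genes, 36 phospholipid synthesis genes, and 58 respiration genes, or 90 genes when the lipid lists are joined. When the binding of these genes was counted again from the TF tables and set beside the numbers printed in Fig. 5, 72 of 73 were equal; the other is fatty acid synthesis for Oaf1 at N-lim, 7 genes in the tables. The study shows these processes because they passed its own test on the same samples, so a test of the lists is not independent evidence.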

Table S9 shows binding of TFs on lipid metabolism-related genes. Download DATA SET S1, XLSX file, 1 MB. Copyright © 2018 Bergenholm et al. 2018 Bergenholm et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Because all the studied TFs are involved in lipid metabolism, some overlap between their targets was expected. Specifically, 35 genes were found to show binding of all five TFs (Fig. 2A), including seven genes involved in lipid metabolism. 

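The genes bound by all 5 TFs include FAS1, OLE1 (fatty acid desaturase), ERG11 (a sterol synthetic enzyme), FAA1 (fatty acyl-CoA synthetase), PDR16 (a lipid transfer protein), and IPT1 (a sphingolipid enzyme), together with ADR1, ROX1, MSN2, GIS1, and other genes outside lipid synthesis. On some of them, 1 or 2 TFs stood above the rest: the highest log2(S/N) of Ino2, Ino4, Hap1, Oaf1, and Pip2 was 7.61, 9.50, 4.97, 4.31, and 2.47 on FAS1, 2.46, 1.37, 7.69, 4.73, and 2.99 on ROX1, 2.58, 1.56, 5.76, 6.78, and 4.29 on PDR16, and 3.71, 4.70, 2.63, 6.76, and 2.22 on PUT1. On others the TFs lay closer, as on IPT1, with 5.52, 6.01, 3.47, 5.37, and 3.92. If the 5 sets of targets were drawn at random from 7125 genes, 0.0116 shared genes would be expected, and the highest of 100000 draws was 2 (permutation p = 1e-05, one-sided, the smallest that this number of draws can give). The draws treat the TFs as independent, although the partners Ino2 and Ino4 share 577 genes and Oaf1 and Pip2 share 101. Genes on 1 promoter also share events. A low p was therefore largely fixed in advance and says little on the meeting of all 5 TFs. All 5 TFs met in a single condition at 4 genes at Et-lim and 18 at Glu-lim. The 35 genes stand for 27 promoters, because 8 promoters lie between a pair of genes that are both counted, such as OLE1 and SDS23 or RGI2 and VHR1. The number fell to 14 at log2(S/N) above 2, to 8 within 600 bp, and to 11 when an event counted for its nearest gene only.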

The overlapping targets for each condition are displayed in Fig. S4. Some of the shared targets are displayed in Fig. 2B, which shows the binding of three TFs on the promoter of *OLE1* encoding delta-9 fatty acid desaturase. 

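On the OLE1 promoter, Hap1 and Oaf1 were the strong binders. Hap1 had log2(S/N) of 3.64, 7.37, 6.44, and 7.16 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim, and Oaf1 had 5.85, 6.14, 7.42, and 6.30; Ino2 had 1.64, 3.83, 1.83, and 3.27. Ino4 was listed at Ox,Glu-lim (1.94) and Glu-lim (3.54), and Pip2 at Et-lim (3.24) and Glu-lim (2.85). The Hap1 events lay 597, 611, 558, and 557 bp upstream of OLE1. The Oaf1 events, at 398041, 398033, 398067, and 398030 of chromosome VII, and the Ino2 events at 398059 (N-lim, Ox,Glu-lim, and Glu-lim) fell in the same stretch; the Ino2 event at Et-lim (398215) and both Ino4 events (398202 and 398215) lay closer to the gene.

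**Figure D2:**
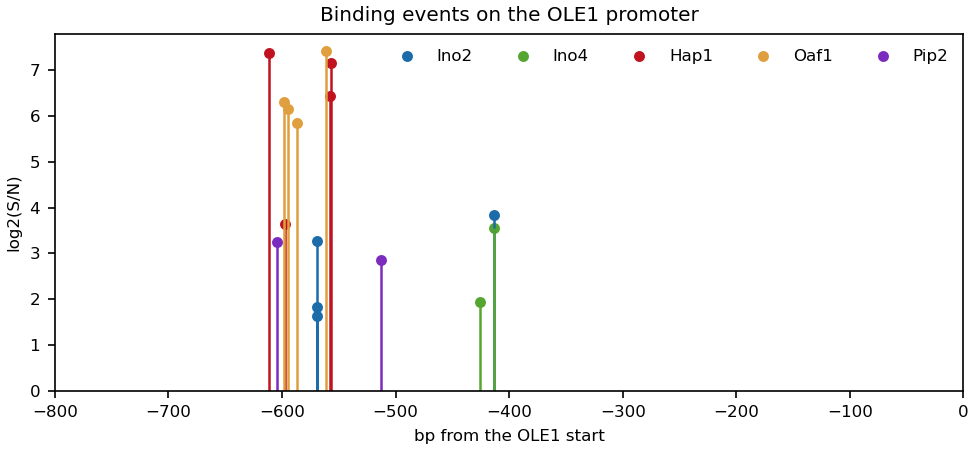
Highest event of each TF under each condition on the OLE1 promoter: distance from the OLE1 start in bp (horizontal) and log2(S/N) (vertical). The Hap1 and Oaf1 events stand together near 600 bp, with Ino2 among them and a separate Ino2 and Ino4 site nearer the gene.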

The binding is highly concentrated in the same region. Looking closer at this region reveals that two binding motifs of Hap1 surrounded the binding sites of Oaf1 and Ino2, constituting a highly optimized region for responses to different signals, including oxygen levels, fatty acids, and membrane composition. This region overlaps with a previously reported region that has been called the fatty acid-responsive element (FAR) (23). 

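The OLE1 region holds 1 exact match to the Hap1 motif CCGXTAXXXCCG, CGGGGTTAGCGG at 398062 to 398073 of chromosome VII, 566 to 555 bp upstream of the start. Hap1 events at Ox,Glu-lim (398070) and Glu-lim (398071) lie inside it, and the Et-lim event (398017) lies 45 bp from it. The Ino2 site at 398059 and the Oaf1 event at Ox,Glu-lim (398067) touch the same stretch. The motif was searched on both strands of the R64 reference without mismatches, so a degenerate copy would not be found.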

With our data, we can now show which TF is responsible for the FAR. 

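Hap1 was the main binder of ERG11, a gene of ergosterol synthesis: log2(S/N) was 3.76, 6.06, 5.85, and 7.53 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim, against 1.49, 2.48, 1.70, and 2.45 for Oaf1, and Ino2 was listed at Et-lim (3.97) and Glu-lim (3.32) only. The Hap1 events lay at 122372, 122404, 122400, and 122403 of chromosome VIII, the Oaf1 events at 122523, 122331, 122402, and 122490, and the Ino2 events at 122645. The promoter holds CCGATA at 122225 to 122230 and at 122574 to 122579, but the Hap1 events lay 142 to 171 bp from the nearest copy. Ino4 was listed on ERG11 at Ox,Glu-lim (1.74) and Glu-lim (3.03), and Pip2 at Et-lim (2.15).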

Figure 2B also displays the binding of three TFs on the promoter of *ERG11* encoding sterol 14-demethylase, where the binding sites are dispersed throughout the promoter region.

10.1128/mSystems.00215-17.4 FIG S4  Venn diagram showing the overlap of gene targets for TFs under each condition. Download FIG S4, TIF file, 1.3 MB. Copyright © 2018 Bergenholm et al. 2018 Bergenholm et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**FIG 2:**
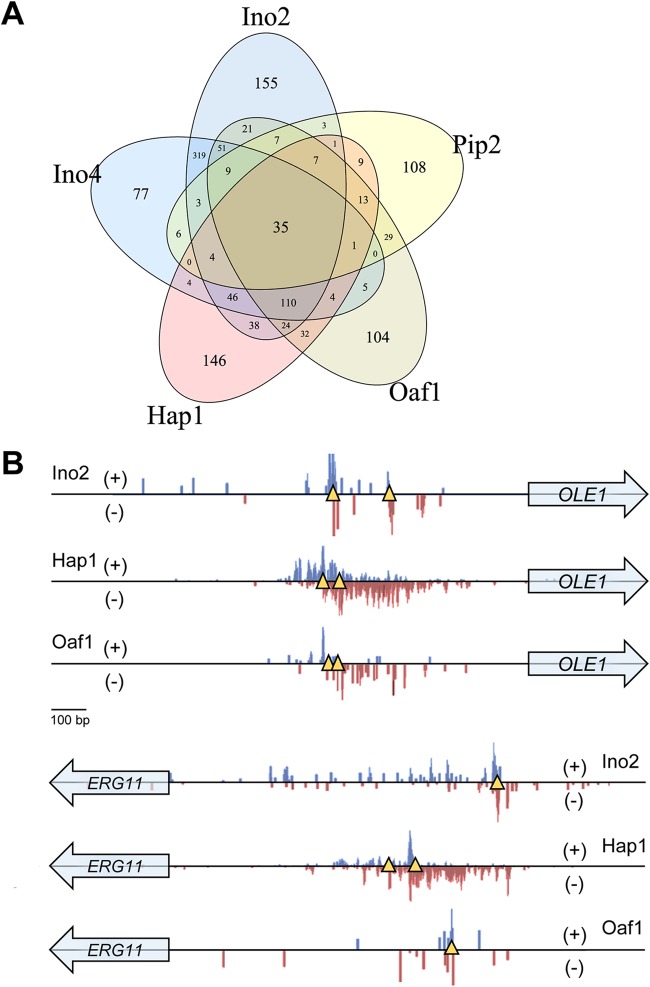
Combinatorial binding of TFs on target genes. (A) Venn diagram showing overlap of all the target genes of the five TFs. (B) Binding of Ino2, Hap1, and Oaf1 on the promoters of *OLE1* and *ERG11* under the Glu-lim condition. The distribution of 3′-trimmed sequencing reads mapped to forward (+) and reverse (−) strands of gene promoters are shown. Yellow triangles indicate putative binding sites of the corresponding TF according to the known consensus motif.

### New insights into the consensus binding motifs.

We studied the motifs of binding sequences for each TF under each condition using the GEM software and then the MEME suite. The consensus motifs are displayed in Fig. 3A. 

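CACATGC was found within 20 bp of the event at 40.0% of Ino2 events at N-lim, 13.3% at Et-lim, 28.2% at Ox,Glu-lim, and 16.0% at Glu-lim, and at 31.4%, 27.2%, 23.4%, and 17.7% of Ino4 events in the same order. For each TF the share was lowest in the condition with the most target genes. Each share was tested against 1000 random placements of as many windows at the same distances from random protein-coding genes (one-sided), and each adjusted p was 0.00138 (BH over 40 motif tests), the smallest possible. An event counts once here even where it is listed for a pair of genes, and the sequence must match exactly on either strand. CACATGC had been reported before, but the paper also found it in these same events. Its excess over random places is therefore not independent evidence.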

For Ino2 and Ino4, the consensus motif found was CACATGC, which is the previously reported consensus motif in the YeTFaSCo database (12). The consensus motifs of Hap1 were found to be variations of the previously reported consensus motif CCGXTAXXXCCG. For N-lim and Et-lim, CCGXTATXTCC was found to be the consensus motif, and for Ox,Glu-lim and Glu-lim, the consensus motif was CCGATA. 

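CCGATA lay within 20 bp of 42.0% of Hap1 events at Ox,Glu-lim and 25.4% at Glu-lim, and of 15.1% at Et-lim and 6.06% at N-lim (adjusted p = 0.0410 at N-lim, permutation test against random placement, one-sided, BH over 40 tests). The longer CCGXTATXTCC matched 3.03%, 3.97%, 2.21%, and 1.06% of events at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim, and CCGXTAXXXCCG matched 3.03%, 1.59%, 3.31%, and 2.46%. The k-mers that GEM listed show the same division: none for Hap1 at N-lim, 13 of 177 events with any k-mer at Et-lim, CCGATA at 99 of 250 (39.6%) at Ox,Glu-lim, and CCGATA at 92 of 405 (22.7%) at Glu-lim. Exact matches undercount a degenerate motif such as this one, and 33 distinct Hap1 events at N-lim leave wide intervals. The paper derived CCGATA and CCGXTATXTCC from these same events, so their excess over random places is not independent evidence.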

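CGGXXXTAA stood within 20 bp of 19.8% of Oaf1 events at N-lim, 12.6% at Et-lim, 21.8% at Ox,Glu-lim, and 15.2% at Glu-lim, each above random placement (adjusted p = 0.00138, the smallest possible; permutation test, one-sided, BH over 40 tests). The motif reported earlier, CCGXXXTXA, stood at 12.1%, 9.42%, 14.3%, and 10.5%, against 3.07% at random places at N-lim. The k-mer that GEM listed most often for Oaf1 at N-lim was CGGAG, at 42 events. Because the paper derived CGGXXXTAA from these same events, its excess over random places was largely fixed in advance and is not independent evidence.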

For Oaf1, CGGXXXTAA was found as a consensus motif under all conditions where the previously reported motif was CCGXXXTXA. For Pip2, the previously reported motif is the same as for Oaf1. 

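For Pip2, CCGXXXTA lay within 20 bp of 12.3% of events at Et-lim and 9.09% at Glu-lim, above the 2.83% and 2.73% at random places (adjusted p = 0.0025 for each; permutation test, one-sided, BH over 40 tests), but of 2.86% at N-lim (adjusted p = 0.634) and 8% at Ox,Glu-lim (adjusted p = 0.133). The Oaf1 motif CGGXXXTAA lay within 20 bp of Pip2 events at 22.9%, 18.5%, 8%, and 20.8% for N-lim, Et-lim, Ox,Glu-lim, and Glu-lim; the difference between the motifs was not tested. GEM listed CCCGG at 43 and CCCGA at 26 Pip2 entries at Et-lim. With 35 distinct events at N-lim and 25 at Ox,Glu-lim, a moderate share of the motif would be missed in those conditions. CCGXXXTA was derived by the paper from these same events, so its excess at Et-lim and Glu-lim is not independent evidence.

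**Figure D3:**
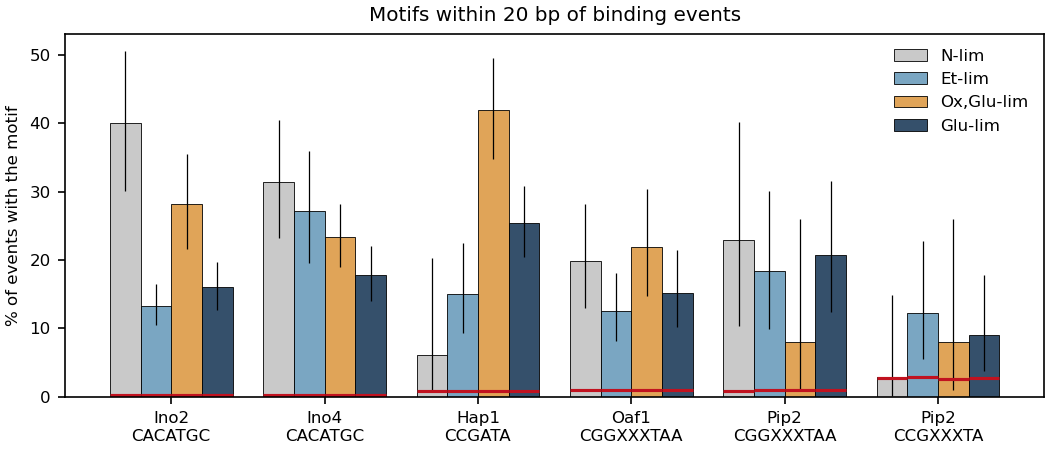
Percent of distinct events (vertical) with the named motif within 20 bp, by TF and condition; lines are exact 95% intervals and red marks the share at random places. All bars of the first 5 groups stand above red, while CCGXXXTA at Pip2 events is near red at N-lim.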

Here it was found that Pip2 has CCGXXXTA as a consensus motif under all conditions but with more variation at the four to six positions.

**FIG 3:**
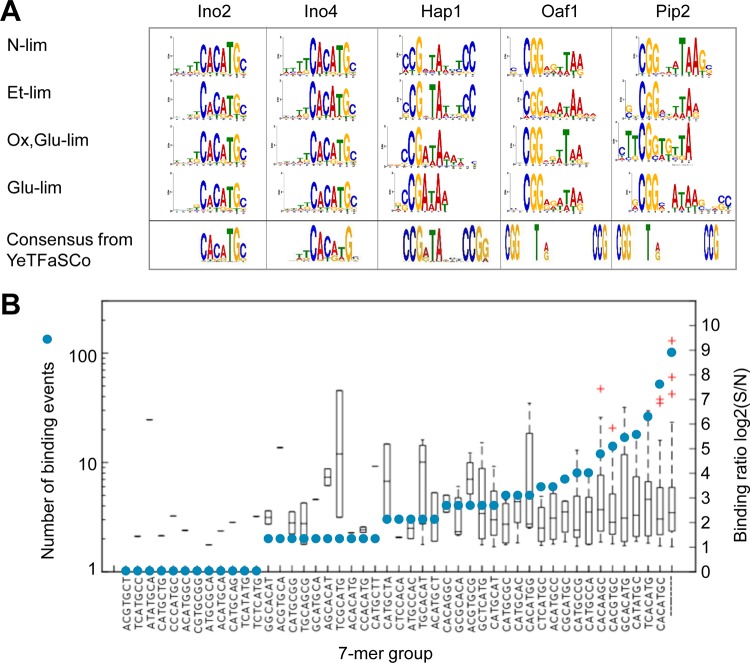
Consensus binding motifs of TFs. (A) Sequence logos of consensus motifs under different conditions. The motifs were identified using the MEME algorithm. Consensus motifs of the highest score for each TF in the YeTFaSCo database are shown for comparison. (B) Binding sequences of Ino2 under the Glu-lim condition. Blue circles show the numbers of binding events containing the indicated specific 7-mer sequence. Box plots show the binding levels of the events containing the sequence. For binding events containing multiple 7-mer sequences (e.g., TCACATGC containing both TCACATG and CACATGC), only the 7-mer with the most significant enrichment was counted.

We calculated the distribution of binding ratio (*S*/*N*) and the number of binding events identified for each k-mer group in motif discovery. As seen in Fig. 3B (data for Ino2 at Glu-lim), we could not identify a distinction between 7-mer groups in binding ratio. 

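At Glu-lim the median log2(S/N) of Ino2 events was 2.72 with CACATGC, 2.7 with CATGTGA (the reverse complement of TCACATG), and 2.00 with CACGTGC. Over the 8 7-mer groups with at least 10 events (188 events), medians ran from 1.84 for CATGCCG to 3.2 for CACAAGC, and the Kruskal-Wallis statistic was 9.52, with a permutation p = 0.216 and adjusted p = 0.367 (BH over 17 combinations of TF and condition). None of the 17 combinations had an adjusted p below 0.05. With groups of at least 5 events, 3 passed the permutation test: Ino2 at Ox,Glu-lim (adjusted p = 0.0175), Ino4 at Ox,Glu-lim (0.0474), and Oaf1 at N-lim (0.00204). Events here are the highest of each gene only.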

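Among 631 Ino2 entries at Glu-lim, CACATGC was listed at 81 and CATGTGA, the reverse complement of TCACATG, at 49; together they make 20.6% of all entries (95% interval, 17.5 to 24.0) and 27.1% of those with a k-mer. A k-mer was listed for 76.1% of the entries, with 52 different sequences. The interval covers counting error only, and entries of a shared promoter count for each gene. Lower events of a gene are not in the tables and are not counted.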

There was, however, a preference toward two of the 7-mers, TCACATG and CACATGC, which account for ~41% of all binding events found. 

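The most common Ino2 7-mers were ATGTGAA (40 entries) and CACATGC (35) at N-lim, CACATGC (82) and CATGTGA (50) at Et-lim, and CACATGC (60) and CACGTGC (27) at Ox,Glu-lim. Their joint share of all entries was 56.4% at N-lim (95% interval, 47.5 to 65.0), 18.2% at Et-lim (15.5 to 21.2), and 35.2% at Ox,Glu-lim (29.3 to 41.5); of entries with a k-mer it was 80.6%, 26.1%, and 47.8%. For Ino4 the joint share of all entries was 40.4%, 31.5%, 30.0%, and 20.4% at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim; of entries with a k-mer it was 75.3%, 58.9%, 38.0%, and 34.5%.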

For N-lim, Ox,Glu-lim, and Et-lim, the two most common 7-mers account for 74%, 38%, and 57% of all binding events, respectively. Similar trends were observed for all the TFs and their consensus motif under all conditions.

### Condition-dependent binding.

The different number of binding targets as well as altered occupancy levels in response to environmental changes were clearly observed for the five TFs (Tables S1 to S5 in Data Set S1). 

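Ino2 had 133 target genes at N-lim, 725 at Et-lim, 247 at Ox,Glu-lim, and 631 at Glu-lim. Ino4 had 166, 178, 486, and 535, so that its number at Et-lim was close to that at N-lim and its number at Ox,Glu-lim close to that at Glu-lim. Hap1 had 52, 177, 250, and 405, Oaf1 164, 286, 166, and 245, and Pip2 54, 113, 41, and 124. The distribution at Et-lim differed between the partners: 0.562% of Ino4 targets (1 of 178) had a log2(S/N) of 2 or less, against 39.9% of Ino2 targets. At log2(S/N) above 2, Ino2 had 436 targets at Et-lim and 358 at Glu-lim, and Ino4 had 268 at Ox,Glu-lim and 352 at Glu-lim. Target numbers come from pooled duplicates, so their spread between cultures is not known, and numbers of genes depend on depth.

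**Figure D4:**
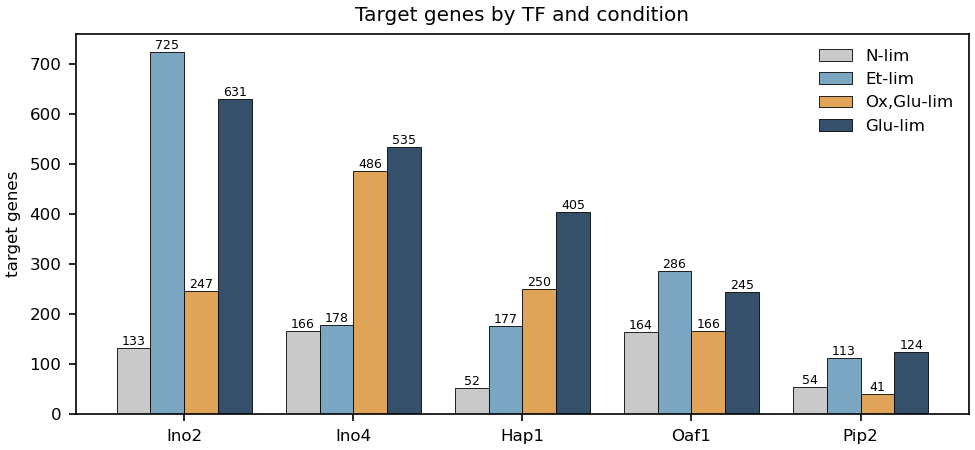
Number of target genes (vertical) of each TF under each condition. Ino2 is highest at Et-lim and Glu-lim, Ino4 at Ox,Glu-lim and Glu-lim, and Hap1 is lowest at N-lim and highest at Glu-lim.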

We investigated the overlap of gene targets between the conditions for each TF (Fig. 4A). Some gene targets are common for all conditions, which could be seen as a “core set” of gene targets. However, the interesting part is the shift of targets between conditions and thus their response to environmental changes. 

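The genes bound under all 4 conditions numbered 98 for Ino2 (11.8% of its 833 targets), 92 for Ino4, 34 for Hap1 (7.17% of 474), 63 for Oaf1, and 7 for Pip2 (2.98% of 235). Genes bound in 1 condition only made 32.4% of the Ino2 targets, 39.8% for Ino4, 46.2% for Hap1, 50.9% for Oaf1, and 71.5% for Pip2. Core genes of Ino2 include ITR1, the inositol transporter, with log2(S/N) of 4.69, 7.31, 5.38, and 7.59 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim, and the core of Hap1 includes HYP2, with 5.77, 7.39, 6.94, and 8.90. For each TF, all 6 pairs of conditions shared more genes than random sets would (Fisher's exact test, two-sided, BH over 6). With Pip2 entries from gene ends left out, its core is 3 genes.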

While constitutively binding to some targets (e.g., *CHO2* for Ino2 and *EEB1* for Pip2), Ino2 and Pip2 bind to additional targets (e.g., *PCT1* for Ino2 and *MDH2* for Pip2) only under respiratory metabolic conditions (Fig. 4B), resulting in higher number of targets under the latter conditions. This connection between metabolic states and TF binding indicates that the TFs have different biological functions by altering their targets in response to specific environmental or physiological signals.

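CHO2 carried Ino2 under all conditions, with log2(S/N) of 4.23, 4.6, 2.96, and 4.24 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim, while PCT1, which encodes a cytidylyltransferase of phosphatidylcholine synthesis, had Ino2 at Et-lim (4.19) and Glu-lim (3.86) only. Ino4 bound PCT1 at Et-lim (6.26), Ox,Glu-lim (2.97), and Glu-lim (4.71). Pip2 was listed on EEB1, an ethyl ester synthase gene, at N-lim (5.11), Ox,Glu-lim (4.41), and Glu-lim (5.39); at Et-lim an event of 4.73 listed for SEC62 lies 75 bp upstream of EEB1, and the tables list no event that close to a gene. Pip2 was also listed on MDH2, cytosolic malate dehydrogenase, at Et-lim (3.71), Ox,Glu-lim (2.10), and Glu-lim (5.62). Oaf1 bound both: EEB1 with 5.36, 4.99, 5.64, and 5.35, and MDH2 with 3.87, 6.16, 5.23, and 6.55. Ino2 had 552 genes listed in the respiratory conditions only and 25 in the fermentative conditions only; Pip2 had 149 and 50. A gene counts as unbound when no event is listed for it, so a fall from just above 1 to just below it looks the same as a loss.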

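The sets bound only in respiratory and only in fermentative conditions numbered 158 and 131 genes for Ino4, 210 and 49 for Hap1, and 221 and 68 for Oaf1. The genes with the largest excess of mean log2(S/N) in the respiratory conditions were FMP48 (+5.43) and PYC1, pyruvate carboxylase (+5.01), for Ino2, YGR067C (+4.35) for Ino4, and SNA2 (+4.75) and QCR7, a subunit of respiratory complex III (+4.51), for Hap1, with unbound genes set to 1. The reasoning of the paper runs from genes that Ino2 and Pip2 bind under all conditions, through genes that they bind in the respiratory conditions only, to a link between metabolic state and binding; from this link the paper proposes that the TFs differ in function as their targets shift. No transcript level or other readout of function is part of these tables.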

**FIG 4:**
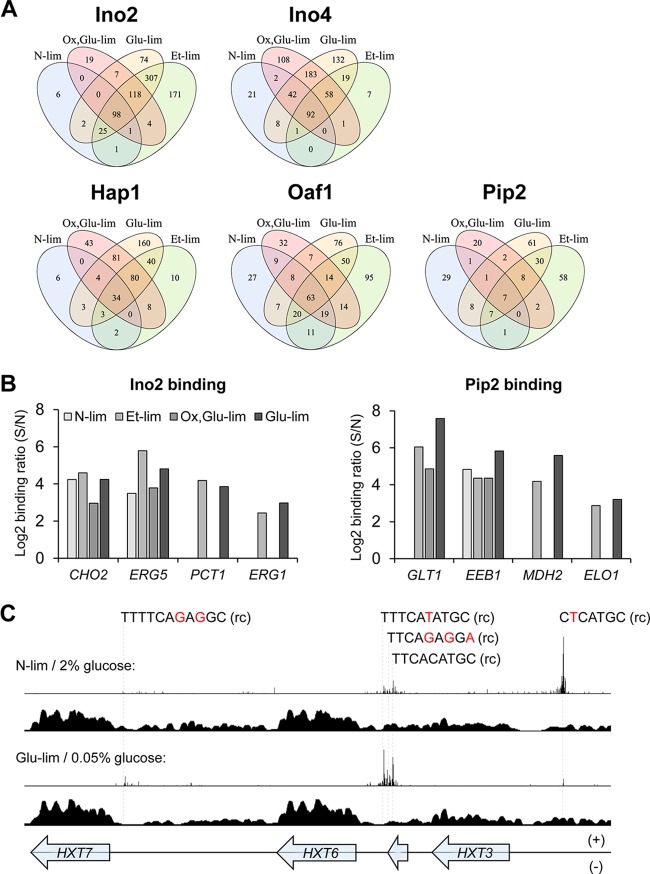
Growth condition-dependent binding of TFs. (A) Venn diagram of the TF targets and their overlap between conditions. Several genes for each TF are independent of the condition; however, many more genes are condition specific. (B) Differential binding of Ino2 and Pip2 on the promoter regions of specific target genes under different conditions. Binding ratios with log_2_ value below 1 are filtered out in data processing and are not shown. (C) Hexose transporter gene-rich region bound by Ino4 and nucleosomes under different conditions. For each group of conditions, the distributions of 3′-trimmed ChIP-exo reads of Ino4 (top plot) and sequencing reads of nucleosome-occupying regions (nucleosome-seq) (bottom plot [data from reference 24]) are shown. For nucleosome-seq data, cells were cultivated in synthetic complete medium containing 2% or 0.05% glucose, and DNA regions covered by sequencing reads indicate nucleosome-occupying regions. Sequence variations of binding sites relative to the consensus motif of Ino4 (CACATGC) are colored in red. rc, reverse complement sequence.

One explanation for the differential binding could be different expression levels of the TFs under different conditions. However, the transcription level of each TF does not correlate with the number of targets identified for each condition (Fig. S5). This indicates that the range of targets is highly controlled by several factors such as posttranslational modifications of TFs and also chromatin structure (such as nucleosome occupancy) having an influence on the availability of targets for the TFs. The binding of Ino2 or Ino4 (Ino2/4) on a hexose transporter gene-enriched region provides some clues for the latter hypothesis. 

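HXT3, a low-affinity hexose transporter gene, carried Ino4 at N-lim only (log2(S/N) of 6.40), while HXT6, a high-affinity transporter gene, carried it at Et-lim (5.46), Ox,Glu-lim (4.85), and Glu-lim (5.45) and not at N-lim. HXT7 had Ino4 events of 2.12 at Ox,Glu-lim and 1.68 at Glu-lim. Ino2 was listed on HXT3 at N-lim (5.6) and Glu-lim (1.43), and on HXT6 in all conditions, with 3.55, 5.15, 4.25, and 4.96 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim. A gene without a value has no listed event in the pooled table.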

As shown in Fig. 4C, the promoters of hexose transporter genes *HXT3*, *HXT6*, and *HXT7* are occupied differently under N-lim and Glu-lim conditions by Ino4 (similar findings for Ino2 [data not shown]). We overlaid nucleosome distribution data adapted from reference 24, and even though the culture conditions are not completely the same in the two studies, the data integration makes sense from the aspect of glucose supply, and the results are striking. During growth at 2% glucose (glucose fermentation), the chromatin structure at the precise site of Ino2/4 binding is open at the *HXT3* site, whereas for *HXT6* and *HXT7*, the chromatin at the corresponding sites is closed. The opposite behavior can be observed during growth at 0.05% glucose (glucose respiration). This difference in chromatin structure is consistent with the different binding of Ino2/4 to this region between fermentative and respiratory metabolic conditions.

10.1128/mSystems.00215-17.5 FIG S5  Plotting of the transcription levels of the five TFs and the number of their binding genes under four growth conditions. No correlation could be observed between the two data sets. Download FIG S5, TIF file, 1.1 MB. Copyright © 2018 Bergenholm et al. 2018 Bergenholm et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### TF coordination of metabolic processes.

To investigate the different biological processes and functions potentially regulated by the TFs, we used genome-wide gene ontology (GO) sets. For each TF, we ran a gene set analysis using the Piano R package (25). For input, we used the log_2_(*S*/*N*) values and allowed GO terms that had *P* values of <0.01 to be selected as significant reporter terms (Fig. S6). While lipid metabolic process was confirmed as a significant target of all five TFs that we studied, many new functions were identified. 

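Of the 90 genes in the lipid lists of the study, Ino2 bound 14, 27, 17, and 28 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim, Ino4 12, 13, 27, and 26, Hap1 7, 12, 17, and 24, Oaf1 18, 15, 16, and 15, and Pip2 2, 10, 3, and 13. Ino2 bound among them INO1, CDS1, EKI1, and OPI3, genes of phospholipid synthesis. For Ino2, Ino4, Hap1, and Oaf1 the excess passed Fisher's exact test in all 4 conditions; for Pip2 it did at Et-lim (adjusted p = 4.8e-05) and Glu-lim (2.04e-07) and not at N-lim (0.445) or Ox,Glu-lim (0.0836). The background was all genes of the tables, and the test was two-sided, with BH over the 108 tests of each TF. The paper used reporter terms of gene ontology, which are not used here. The study shows these lists because they passed its own test on the same samples, so the excess is not independent evidence. The joined list was added after the data had been seen.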

For Ino2/4, we found that these TFs also bind genes in cell wall biogenesis and amino acid biosynthesis. 

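Ino2 bound 4, 18, 7, and 16 of 63 cell wall genes at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim (Fisher's exact test, adjusted p = 0.0606, 0.000267, 0.018, and 0.000499), among them KNH1, TIP1, UTR2, GSC2, ECM33, and GAS1, which make or remodel glucan and mannoproteins. Ino4 bound 7, 2, 13, and 12 of them (exact test, adjusted p = 0.00409, 0.834, 0.00218, and 0.00949). In amino acid synthesis, methionine and sulfur genes such as STR3, MET13, MET6, and MET4 were bound in excess: Ino4 bound 6, 4, 8, and 8 of 28 (exact test, adjusted p = 0.000388, 0.0174, 0.00304, and 0.00465). Of 56 genes of other amino acids, Ino2 bound 1, 11, 3, and 10 (0.0583 at Et-lim and 0.0606 at Glu-lim) and Ino4 bound 3, 3, 3, and 5, and no condition passed the test; of 15 genes of glutamate and 2-oxoglutarate supply, Ino2 bound 5 at Et-lim (0.0357), a call that ended at log2(S/N) above 1.5 and against protein-coding genes. These are preset lists, and the tests are two-sided with BH over 108 for each TF; at log2(S/N) above 2 the cell wall list did not pass for Ino2 at Ox,Glu-lim or for Ino4 at N-lim.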

The latter function was suggested in our previous study of *INO2-* or *INO4*-dependent genes through transcriptome analysis (14). 

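Oaf1 bound 3, 3, 2, and 4 of 15 genes that supply glutamate and 2-oxoglutarate at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim (Fisher's exact test, adjusted p = 0.0141, 0.0494, 0.0929, and 0.00709). GLT1, glutamate synthase, was the strongest: log2(S/N) of Oaf1 was 5.23, 6.49, 6.53, and 8.01, and Pip2 was listed at Et-lim (6.06), Ox,Glu-lim (4.41), and Glu-lim (6.5). Of 4 malate genes, Oaf1 bound 2, 3, 2, and 2 (exact test, adjusted p = 0.0113, 0.00179, 0.0113, and 0.0192). MDH3, the peroxisomal malate dehydrogenase, carried Oaf1 with 4.68, 2.91, 4.78, and 4.07 and Pip2 with 4.25 at Et-lim and at Glu-lim. Pip2 bound 2 glutamate genes, GLT1 and IDP3, at Et-lim, Ox,Glu-lim, and Glu-lim (exact test, adjusted p = 0.107, 0.0318, and 0.118). In the same conditions Pip2 bound 2, 1, and 2 malate genes (exact test, 0.0198, 0.107, and 0.0211), drawn from MDH2 and MDH3. It bound none of either list at N-lim. IDP3 and MDH3 are also in the β-oxidation list, so for both TFs these lists are not separate from it. The malate list was chosen by the study on these samples, so its tests are not independent evidence. The tests are two-sided with BH over 108 for each TF; with each event counted for its nearest gene alone, the glutamate list passed for Oaf1 in 1 condition (as within 600 bp) and for Pip2 in 0, and the malate list for Pip2 in 1, and against protein-coding genes the glutamate list did not pass for Oaf1 at Et-lim.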

Malate metabolism and glutamate biosynthesis, which are tightly connected to fatty acid utilization (26, 27), were identified as significant target processes of Oaf1 and Pip2.

10.1128/mSystems.00215-17.6 FIG S6  Reporter Gene Ontology process terms enriched by gene set analysis of TF-binding genes under different conditions. Target genes with a log_2_ binding ratio (*S*/*N*) of >1 were used for the analysis. A cutoff *P* value of <0.01 was applied to the terms. Download FIG S6, TIF file, 2.8 MB. Copyright © 2018 Bergenholm et al. 2018 Bergenholm et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Condition-dependent functions of the TFs were clearly revealed by the reporter GO term analysis of target genes. In line with the differential binding described above, Ino2 showed expanded binding under the respiratory metabolic conditions relative to the two fermentative metabolic conditions (Fig. S6). In addition to phospholipid biosynthesis as a constant target under all four conditions, Ino2 is associated with various processes, including cell wall biogenesis, methionine biosynthesis, and stress response under the respiratory metabolic conditions. 

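Ino2 target numbers in the respiratory conditions were 2.88 times those in the fermentative conditions, and the ratio was 2.15 for Pip2, 1.66 for Oaf1, 1.61 for Hap1, and 1.05 for Ino4. The sets of Ino2 at Et-lim and Glu-lim shared 548 genes, 67.8% of their union, with an odds ratio of 236, and log2(S/N) of these genes correlated across genes at r = 0.89. At N-lim and Et-lim, 17.1% of the union was shared. Genes are not replicates, so the correlation says nothing on the spread between cultures.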

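Phospholipid synthesis genes were bound by Ino2 at 9, 16, 9, and 16 of 36 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim, with adjusted p of 3.48e-07, 2.06e-06, 2.72e-05, and 3.48e-07. Stress response genes, such as SOD1, XBP1, SSA1, and DDR2, were bound at 1, 13, 2, and 11 of 35 (Fisher's exact test, adjusted p = 0.607, 0.000173, 0.476, and 0.00079), and methionine genes at 3, 8, 6, and 7 of 28 (0.0372, 0.0177, 0.00152, and 0.026). Further Ino2 lists with an excess at Et-lim and Glu-lim were heme and oxygen genes (12 and 11 of 32; exact test, adjusted p = 0.000267 and 0.000349), which passed at N-lim too (4 of 32; 0.01), transcription factors of lipid metabolism (11 and 11 of 22; 2.72e-05 and 9.27e-06), and phosphate genes (7 and 6 of 24; 0.0236 and 0.039). Hexose transporter genes passed at N-lim (3 of 20; 0.018) and Glu-lim (6 of 20; 0.0186). No event fell on the peroxisome or neutral lipid lists, and of the seripauperin genes, a telomeric family, 3 of 24 were bound at Et-lim and 2 at Glu-lim. The sphingolipid list passed at Ox,Glu-lim (5 of 27; 0.00773). Each test is two-sided, with BH over 108 tests for Ino2. The phospholipid list was chosen by the study on these samples, so its tests are not independent evidence. Some calls end under an alternative: phosphate (both conditions), methionine at N-lim, heme and oxygen at N-lim, and hexose transport at Glu-lim at log2(S/N) above 1.5, heme and oxygen (all 3 conditions) and sphingolipid above 2, hexose transport at N-lim within 600 bp, and methionine at N-lim and phosphate at Glu-lim against protein-coding genes.

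**Figure D5:**
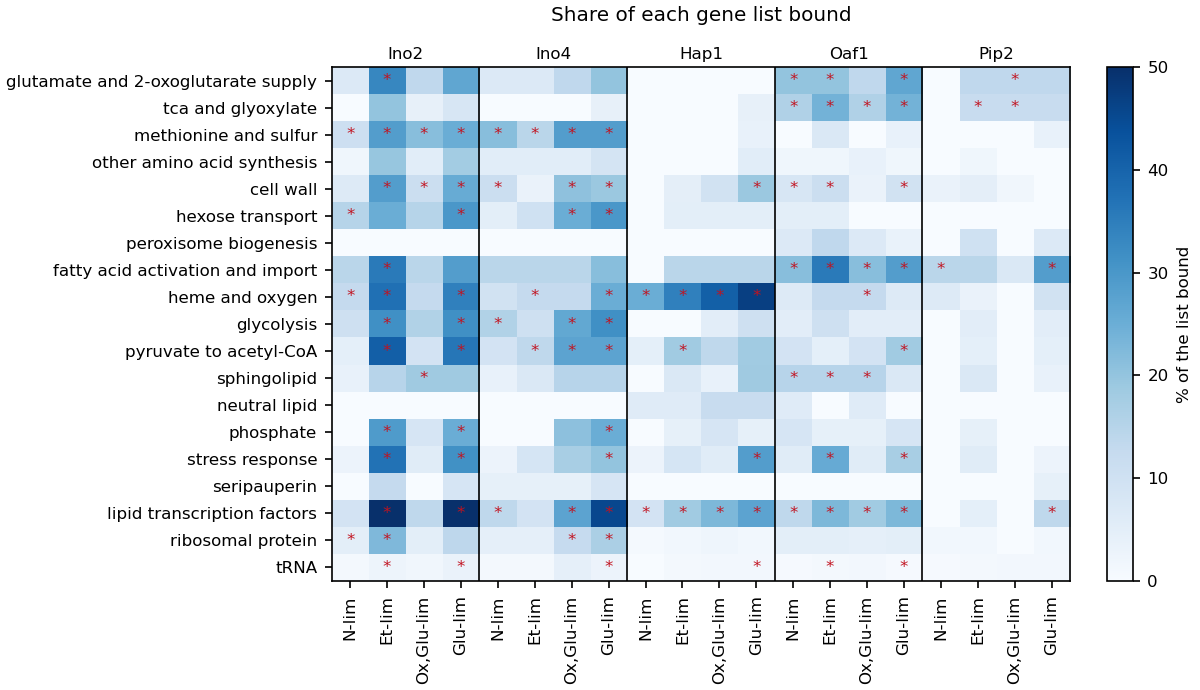
Percent of each preset gene list bound (color) by TF and condition; a star marks an adjusted p below 0.05 in either direction. Ino2 columns at Et-lim and Glu-lim are darker than its other columns for stress, cell wall, and pyruvate lists; for tRNA genes the stars mark fewer bound than by chance.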

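Of 14 fatty acid activation and import genes, Oaf1 bound 3, 5, 3, and 4 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim, and Pip2, which has fewer targets, bound 2, 2, 1, and 4; the difference between the TFs was not tested. In genes of the tricarboxylic acid and glyoxylate cycles, Oaf1 bound 4, 6, 4, and 6 of 25, and Pip2 0, 3, 3, and 3 (Fisher's exact test, adjusted p = 0.0468 at Et-lim, 0.00575 at Ox,Glu-lim, and 0.0568 at Glu-lim). Over all lists and conditions, 45 combinations were enriched for Oaf1 and 16 for Pip2, or 7 for Pip2 with each event counted for its nearest gene, where the cycle genes no longer passed. The pairs of conditions shared 28.8% to 42.9% of their joint genes for Oaf1 and 9.87% to 28.1% for Pip2. Pip2 had 58 genes bound at Et-lim only and 61 at Glu-lim only. Peroxisome biogenesis genes numbered 2, 4, 2, and 1 of 30 for Oaf1 and 0, 3, 0, and 2 for Pip2, and the list passed in no condition. The tests are two-sided with BH over 108 for each TF, and a small target set such as that of Pip2 at N-lim has little power to pass them.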

Compared to Oaf1, the function of Pip2 targets is more affected by the culture conditions, with the highest number of reporter GO terms obtained under the Et-lim condition.

The differential functions of TFs in regulating specific metabolic processes were further studied by investigating their targets with binding ratios higher than log_2_(*S*/*N*) of >1. Figure 5 summarizes the significant target processes related to lipid metabolism obtained for each TF under each condition, where each individual binding target can be found in Table S9 in Data Set S1. 

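Ino2 bound 3, 8, 3, and 7 of 18 gluconeogenesis genes at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim (Fisher's exact test, adjusted p = 0.0147, 0.000938, 0.0543, and 0.00221), and Ino4 bound 4, 4, 6, and 5 (0.00428, 0.00483, 0.00483, and 0.028). PYC1, which makes oxaloacetate from pyruvate, was the strongest of these for Ino2 at Glu-lim, with log2(S/N) of 3.02 at N-lim, 6.93 at Et-lim, and 7.11 at Glu-lim. Of 19 glycolysis genes, Ino2 bound 2, 6, 3, and 6 (0.0853, 0.026, 0.0583, and 0.0158) and Ino4 3, 2, 5, and 6 (0.0282, 0.17, 0.0255, and 0.00938). TPI1, triose phosphate isomerase, carried Ino2 with 1.98, 4.24, 3.62, and 3.56, and PGK1 with 3.15 at Et-lim and at Glu-lim. For phospholipid synthesis, Ino4 bound 7, 8, 16, and 16 of the genes (exact test, adjusted p = 0.000186, 2.91e-05, 1.9e-08, and 3.94e-08). The gluconeogenesis and phospholipid lists were chosen by the study on these samples, so their tests are not independent evidence. Tests are two-sided, with BH over 108 for each TF; glycolysis kept 1 condition for Ino2 at log2(S/N) above 1.5 and 1 for Ino4 above 2 or within 600 bp, and above 2 gluconeogenesis did not pass for Ino2 at N-lim or Ino4 at Ox,Glu-lim.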

Ino2 and Ino4 bind genes encoding proteins involved in glycolysis and gluconeogenesis, pathways providing acetyl coenzyme A (AcCoA) for both fatty acid and sterol syntheses and glycerol-3-phosphate (G3P) for phospholipid synthesis, as well as their well-known binding to genes encoding proteins involved in phospholipid synthesis. 

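Hap1 bound 5, 8, 12, and 17 of 26 sterol synthesis genes at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim (Fisher's exact test, adjusted p = 1.08e-05, 1.58e-06, 6.19e-10, and 1.03e-13). ERG25 had log2(S/N) of 6.93, 6.10, and 8.24 at Et-lim, Ox,Glu-lim, and Glu-lim, ERG5 had 3.37, 5.49, 5.03, and 5.79, and ERG1, squalene epoxidase, which is not in the list, had 2.89, 4.72, 5.04, and 6.21. Oaf1 bound 3, 4, 4, and 4 genes of the list (0.0495, 0.0475, 0.0113, and 0.0311), drawn from PDR16, ERG25, ERG3, ERG11, and ERG8; Oaf1 on ERG1 reached 2.84, 4.85, 1.55, and 4.49 by the tables. Both are two-sided tests with BH over 108 for each TF. They are not independent evidence, because the study chose the sterol list on these samples. For Oaf1 the sterol list passed at Et-lim and Glu-lim only with log2(S/N) above 2, at Ox,Glu-lim and Glu-lim only against protein-coding genes, and in 0 conditions within 600 bp. By nearest gene it passed in every condition but Et-lim (exact test, adjusted p = 0.0787).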

Hap1 binds sterol synthesis genes which utilize AcCoA, with Oaf1 also being involved under respiratory metabolic conditions. Ino2, Ino4, Hap1, Oaf1, and Pip2 all bind to fatty acid synthesis genes, providing substrates for phospholipid synthesis, indicating the tight regulation of this process in response to various upstream signals. 

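Fatty acid synthesis genes, 20 in the list, were bound at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim by Ino2 at 4, 8, 6, and 8 (Fisher's exact test, adjusted p = 0.0019, 0.0019, 0.000284, and 0.000895), by Ino4 at 4, 3, 7, and 7 (0.00529, 0.0373, 0.00213, and 0.00304), by Hap1 at 3, 6, 7, and 8 (0.00197, 4.23e-05, 2.43e-05, and 4.45e-05), and by Oaf1 at 7, 6, 5, and 5 (3.27e-06, 0.00086, 0.000741, and 0.00297). Pip2 bound 4 at Et-lim (0.0043) and 3 at Glu-lim (0.0373), and none at N-lim or Ox,Glu-lim. FAA1, which activates fatty acids, carried Ino4 with log2(S/N) of 6.37, 7.99, 6.74, and 9.01. All tests are two-sided with BH over 108 for each TF. They are not independent evidence, because the study chose this list on the same samples. The list passed for Pip2 in 0 conditions within 600 bp or by nearest gene, and for Ino2 in 2 at log2(S/N) above 2, Ino4 in 2 within 600 bp, and Hap1 in 2 by nearest gene; within 600 bp it did not pass for Ino2 at N-lim or Oaf1 at Glu-lim.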

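Oaf1 bound 7, 6, 7, and 7 of the 12 β-oxidation genes at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim (Fisher's exact test, adjusted p = 6.37e-08, 3.59e-05, 6.37e-08, and 7.71e-07), and Pip2 bound 2, 4, 2, and 7 (0.0319, 0.000727, 0.0222, and 3.25e-08). IDP3, the peroxisomal isocitrate dehydrogenase that makes NADPH for the pathway, carried Oaf1 with log2(S/N) of 3.03, 3.08, 5.34, and 4.02 and Pip2 with 3.82, 2.92, and 3.57 at Et-lim, Ox,Glu-lim, and Glu-lim. Median Oaf1 log2(S/N) over the 8 genes that it bound in any condition was 4.31 at Ox,Glu-lim, where the medium held the oleate ester Tween 80, and 3.2 at Glu-lim, with unbound genes set to 1. Where both TFs bound a gene, their events lay within 20 bp at 38.5% of 13 genes at N-lim, 40.4% of 52 at Et-lim, 46.7% of 15 at Ox,Glu-lim, and 28.1% of 57 at Glu-lim. The list tests are two-sided with BH over 108 for each TF. By nearest gene the list passed for Pip2 in 2 conditions. Because the study chose this list on the same samples, its tests are not independent evidence.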

To recycle fatty acids, Oaf1 and Pip2 bind β-oxidation genes producing peroxisomal AcCoA as well as coordinated malate and glutamate metabolism. 

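Respiration genes bound by Hap1 numbered 2, 10, 10, and 14 of 58 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim (Fisher's exact test, adjusted p = 0.2, 1.27e-05, 0.000159, and 2.43e-05), with QCR6, DLD1, RIP1, and QCR7 among them. Ino2 bound 1, 11, 2, and 7 (0.0832 at Et-lim), Ino4 1, 4, 6, and 6, Oaf1 2, 6, 1, and 3, and Pip2 none; over all conditions the numbers were 14 for Hap1, 11 for Ino2, 7 for Ino4, and 6 for Oaf1. QCR7 had Hap1 events of log2(S/N) 4.88 at Et-lim and 6.13 at Glu-lim; QCR6, another complex III gene, had Oaf1 events of 2.33, 4.82, and 5.12 at N-lim, Et-lim, and Glu-lim. In the preset list of 32 heme and oxygen genes, Hap1 bound 8, 11, 13, and 15 (9.13e-10, 2.06e-09, 6.19e-10, and 9.13e-10), such as CYC1, CYT1, ANB1, and ROX1. These tests are two-sided with BH over 108 for each TF. The respiration list was chosen by the study on these samples, so its tests are not independent evidence.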

Hap1 also has the highest number of binding targets among the five TFs within respiration.

**FIG 5:**
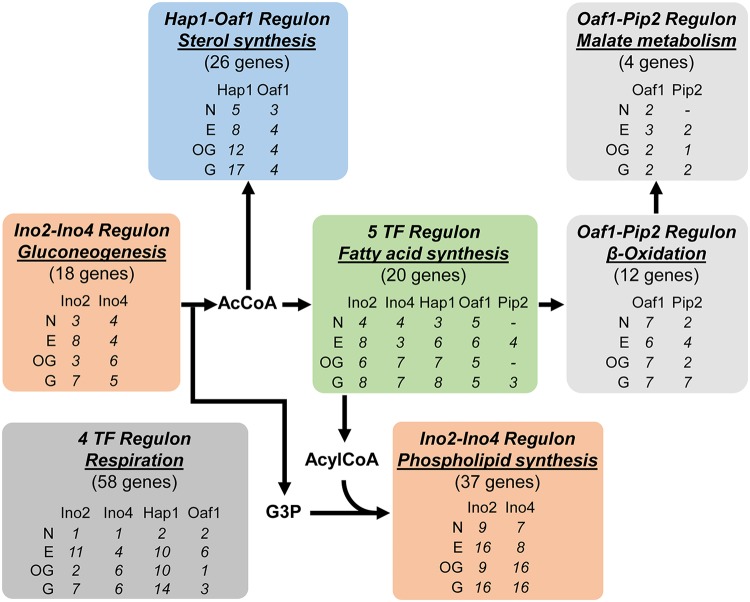
Coordination of lipid metabolism-related processes by TFs. The biological processes reported to have statistical significance (*P* value < 0.01) in gene set analysis of target genes with binding ratio log_2_(*S*/*N*) of >1 are shown. For a TF(s) significantly associated with a certain process, the number of bound genes is shown. A minus symbol indicates that the process is not significantly reported for the TF under the corresponding condition. Abbreviations of growth conditions: N, N-lim; E, Et-lim; OG, Ox,Glu-lim; G, Glu-lim.

### Linking TF binding to transcriptional output and cellular lipid composition.

The physical binding of a TF to a gene’s promoter does not necessarily mean that it regulates the transcription level, due to the dose- and condition-dependent feature of transcriptional regulation (28). Thus, integration of the direct target set of a TF identified by ChIP-exo with the targets transcriptionally affected by that TF is beneficial to understanding its biological function (29). We previously determined transcriptome changes in mutants lacking *INO2* or *INO4* relative to the wild type for similar growth conditions as applied here (14). 

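INO1, which encodes inositol-3-phosphate synthase, had Ino2 events with log2(S/N) of 4.24, 7.38, 5.12, and 7.51 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim and Ino4 events of 6.19, 7.55, 7.28, and 7.40. FAS1 had Ino2 events of 6.73 at N-lim, 5.91 at Ox,Glu-lim, and 7.58 at Glu-lim and Ino4 events of 8.65, 7.73, and 8.42. OPI3, a methyltransferase of phosphatidylcholine synthesis, had Ino2 at N-lim (4.8), Et-lim (6.29), and Glu-lim (6.04) and no Ino2 event at Ox,Glu-lim, where Ino4 was listed at 5.78. INO1 also carried Oaf1, with 4.17, 5.87, 5.46, and 5.34. Transcript levels of the deletion mutants were not analysed here.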

When revisiting these data, we found the transcription of some targets strongly occupied by Ino2, e.g., *INO1*, *FAS1*, and *OPI3*, to be markedly impaired by the deletion of *INO2* (Fig. 6A). However, other strong targets, e.g., *ACC1*, are only slightly affected in the deletion mutant, suggesting dominant regulatory roles of other TFs on these promoters. 

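ACC1, acetyl-CoA carboxylase, was bound by Ino2 with log2(S/N) of 4.12, 8.06, 4.85, and 8.27 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim, the last being above the value of INO1, and by Ino4 with 6.26, 7.42, 5.74, and 7.54. The Ino2 events lay 709, 697, 700, and 700 bp upstream. Of the other TFs, Hap1 was listed on ACC1 at Et-lim (3.18), Ox,Glu-lim (2.47), and Glu-lim (4.49), and Oaf1 at N-lim (1.15) and Glu-lim (1.22). The tables hold 5 TFs only, so binding of any other regulator of ACC1 is not seen.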

The transcription of *PHO84*, which is another target of Ino2, showed a surprising increase in the *INO2* deletion mutant. This “repressing” effect is in agreement with the results of a previous study of an *INO2* overexpression mutant (30), which could be explained by a unique feature of the Ino2 binding sequence on the *PHO84* promoter determined here to be GCACGTGG, −415 to −408 bp relative to the start codon. This sequence has a mismatch of one nucleotide from the Ino2 consensus motif, but it exactly matches the consensus binding motif of another TF, Pho4 (12), which might trigger competition between the TFs.

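PHO84, the high-affinity phosphate transporter gene, had Ino2 events at Et-lim (log2(S/N) of 2.84) and Glu-lim (2.42) and an Ino4 event at Glu-lim (1.32), and none at N-lim or Ox,Glu-lim. In the reference, GCACGTGG covers 26208 to 26215 of chromosome XIII, which is 415 to 408 bp upstream of PHO84, and the Ino2 event lies at 26208, within it. The sequence was read from the R64 reference; whether Pho4, which binds CACGTG as well, occupies it is not seen in these tables.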

**FIG 6:**
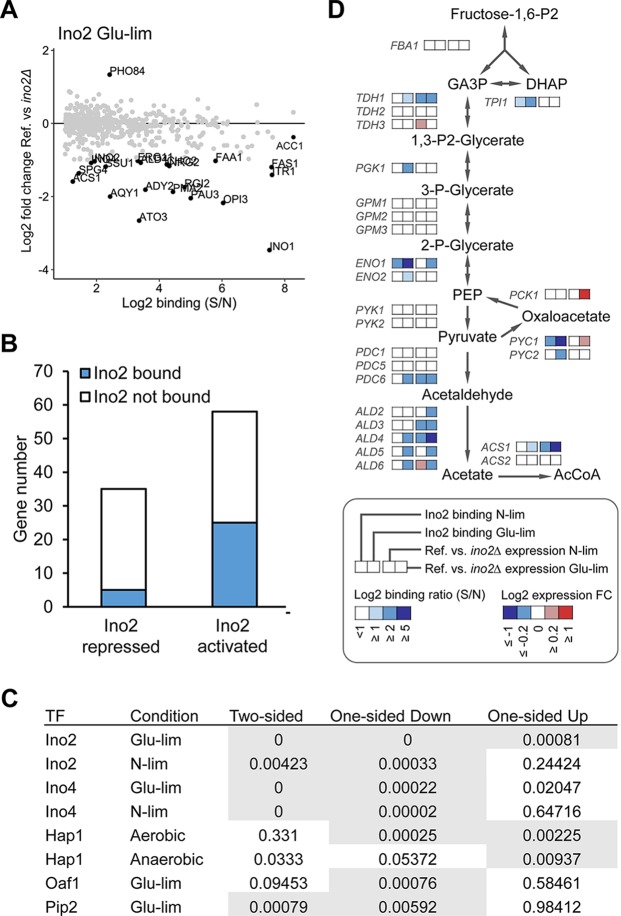
Data integration for elucidating the regulatory effect of TFs on their targets. (A) Effect of *INO2* deletion on the expression of Ino2-binding targets in Glu-lim chemostat culture. The binding ratio (*S*/*N*) of Ino2 determined by ChIP-exo (*x* axis) and the fold change (FC) in the level of expression in the *ino2*Δ deletion mutant relative to the level of expression in the reference strain determined by transcriptome analysis (*y* axis) are shown for each gene. Genes with a |log_2_(FC)| of >1 are highlighted. (B) Distinguishing direct targets from indirect targets within Ino2-dependent genes in Glu-lim chemostat culture. The Ino2-repressed and -activated targets indicate genes showing significant up- and downregulation (adjusted *P* value of <0.05), respectively, in the *ino2*Δ mutant strain relative to the reference strain. (C) *P* values from the *t* test of the five TFs under different conditions showed that in a one-sided *t* test, all TFs had significant (*P* < 0.01) down- or upregulation of genes that were bound compared to nonbound genes. Test results with a *P* value of <0.01 are shown on a gray background. References for the transcriptome data: Ino2 and Ino4 (14), Oaf1 and Pip2 (21), and Hap1 (31). (D) Identification of genes encoding components involved in central carbon metabolism as direct targets of Ino2. The binding ratio (*S*/*N*) of Ino2 and the fold change in the level of expression in the *ino2*Δ mutant strain relative to the level of expression in the reference strain in N-lim and Glu-lim chemostat cultures are shown. Abbreviations: Fructose-1,6-P2, Fructose-1,6-bisphosphate; GA3P, glyceraldehyde 3-phosphate; DHAP, dihydroxyacetone phosphate; PEP, phosphoenolpyruvate; AcCoA, acetyl-CoA.

By integrating the ChIP-exo and transcriptome data of TF deletion studies, we were able to distinguish direct and indirect targets of Ino2 within Ino2-dependent genes (Fig. 6B). For the lipid metabolic genes described above, we found most phospholipid synthetic genes to be direct targets of Ino2 (Fig. S7). The binding strengths are generally higher under the Glu-lim condition than under the N-lim condition, which may explain the stronger regulatory effects of Ino2 on targets under the Glu-lim condition (14).

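Ino2 binding of phospholipid genes was higher at Glu-lim than at N-lim for all 16 genes bound in either condition, with a median difference in log2(S/N) of +0.94 when an unbound gene is set to 1, and the median of the list went from 1.70 to 3.65. For Ino4 it was also 16 of 16 genes, with a median difference of +1.28. At N-lim, 9 of these genes were listed for Ino2 and 7 for Ino4, and the others are higher at Glu-lim by construction. The shift was not special to these genes: random lists of Ino2 target genes of the same size and mean log2(S/N) had a median difference of +1.52, and the phospholipid list stood at percentile 12.6 of 10000 random lists (percentile 13 for Ino4). Among the 125 genes that Ino2 bound in both conditions, 105 were higher at Glu-lim, with a median difference of +1.73 and r = 0.60 across genes. With unbound genes set to 0 the Ino4 difference was +1.70, and over genes bound in both conditions it was +0.84; duplicates are pooled, so no test between the conditions was possible.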

10.1128/mSystems.00215-17.7 FIG S7  Regulation of lipid metabolic genes by Ino2. The binding ratio (*S*/*N*) of Ino2 and the fold change in expression level in *ino2*Δ relative to the reference strain in N-lim and Glu-lim chemostat cultures are shown. The major lipid components are shown in blue. Abbreviations: GA3P, glyceraldehyde 3-phosphate; DHAP, dihydroxyacetone phosphate; Ins, inositol; Etn, ethanolamine; Cho, choline; G3P, glycerol 3-phosphate; PA, phosphatidate; DAG, diacylglycerol; PI, phosphatidylinositol; PS, phosphatidylserine; PE, phosphatidylethanolamine; PC, phosphatidylcholine; PL, phospholipids; AcCoA, acetyl-CoA; HMG-CoA, 3-hydroxy-3-methylglutaryl-CoA; SE, sterol esters; TAG, triacylglycerol; FA, fatty acids. Download FIG S7, TIF file, 2.9 MB. Copyright © 2018 Bergenholm et al. 2018 Bergenholm et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

As we could see few TF-bound genes that have been strongly affected by the deletion of a TF when using a strict cutoff of |log_2_(FC)| of >1 (FC stands for fold change) to define differentially expressed genes, we performed a *t* test to examine whether the bound genes for each TF had an altered expression or not. We used a two-sided *t* test (is there a difference between the bound genes and the nonbound genes in expression profiles), one-sided up *t* test (are the bound genes upregulated compared to the nonbound genes), and one-sided down *t* test (are the bound genes downregulated compared to the nonbound genes). We integrated TF deletion data for Ino2 and Ino4 from reference 14, Oaf1 and Pip2 from reference 21, and Hap1 from reference 31 (these studies used cultivation conditions similar to those used in this study). When a two-sided *t* test was used, some TFs showed significance. However, when splitting the TF deletion data into upregulated or downregulated genes in one-sided *t* tests, we found that for all TFs, the general trend was significant for downregulated genes and some showed significance for upregulated genes as well. The only exception was Hap1 under anaerobic conditions which was significant only for upregulated genes. This is consistent with the previous finding that Hap1 acts as a transcriptional repressor under anaerobic conditions (31). The resulting *t* test table can be seen in Fig. 6D, and the individual plots of FC and log_2_(*S*/*N*) can be seen in Fig. S8.

10.1128/mSystems.00215-17.8 FIG S8  Integration of TF deletion data and binding data. For each TF, the fold changes in the levels of gene expression in TF deletion mutants relative to wild type from published sources were incorporated with the binding data presented in this study. We highlight genes with a cutoff of |log_2_(FC)| of >1. Download FIG S8, TIF file, 1.3 MB. Copyright © 2018 Bergenholm et al. 2018 Bergenholm et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

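ENO1 carried Ino2 with log2(S/N) of 4.56, 5.34, 5.08, and 5.36 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim and Ino4 with 3.71, 3.43, 4.47, and 4.2. ACS2 had no event of Ino2 or Ino4 in the tables; it was bound by Hap1 at Et-lim (2.12) and Ox,Glu-lim (2.14) and by Oaf1 at N-lim (2.7) and Ox,Glu-lim (2.94). ACS1, the other acetyl-CoA synthetase gene, had Ino2 events at Et-lim (2.51) and Glu-lim (1.25).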

Ino2 and Ino4 are known to directly activate the transcription of several genes encoding components involved in central carbon metabolism, such as the enolase gene *ENO1* (32) and the AcCoA synthetase gene *ACS2* (33). 

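Ino2 was listed on TDH1, a glyceraldehyde-3-phosphate dehydrogenase gene, at Glu-lim only (log2(S/N) of 1.55), and on PDC6, a minor pyruvate decarboxylase gene, at Et-lim (1.97) and Glu-lim (2.19). The aldehyde dehydrogenase genes bound were ALD4 (3.56 at Et-lim and 3.41 at Glu-lim), ALD5 (2.47 and 2.06), and ALD6 (4.57 and 3.34). In the preset list of 22 genes that lead from pyruvate to acetyl-CoA, Ino2 bound 1, 9, 2, and 8 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim (adjusted p = 0.476, 0.000881, 0.272, and 0.00169; Fisher's exact test, two-sided, BH over 108). Transcript data are not used here.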

Through data integration, we found more genes in central carbon metabolism as regulated targets of Ino2, including *TDH1*, *PDC6*, and three aldehyde dehydrogenase genes (Fig. 6C). Aldehyde dehydrogenases are responsible for converting acetaldehyde to acetate, which is on the primary pathway for AcCoA synthesis in S. cerevisiae (34). The coregulation of AcCoA and fatty acid biosynthetic genes highlights the importance of coordinating AcCoA supply with lipid biosynthesis (35).

To validate functional outcomes of our TF-binding data, we also constructed an *OAF1* deletion strain. 

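Oaf1 was listed on the promoter of PIP2 at Et-lim (log2(S/N) of 1.56) and Ox,Glu-lim (3.38). On ADR1, which encodes an activator of genes for growth on ethanol and fatty acids, Oaf1 had 2.30, 3.51, 1.77, and 3.83 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim. ADR1 was bound by the other TFs as well: Ino2 had 5.12 at Et-lim, 3.75 at Ox,Glu-lim, and 4.18 at Glu-lim, and Ino4 had 5.97, 3.07, and 4.62. Ino2 and Ino4 also bound the INO2 gene itself, Ino2 at Et-lim (2.26) and Glu-lim (1.94) and Ino4 at N-lim (2.24), Ox,Glu-lim (2.58), and Glu-lim (2.76).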

Our data show that Oaf1 has a hierarchical role over some transcription factors, especially as it binds to the promoters of both Pip2 and Adr1 which also regulate fatty acid utilization. Another target of Oaf1 and Pip2 is *ELO1* which encodes the first elongase in fatty acid synthesis. 

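ELO1 had Oaf1 events at N-lim (log2(S/N) of 3.29) and Ox,Glu-lim (4.19) and Pip2 events at Et-lim (1.41) and Glu-lim (6.29), so that in the tables the pair was never listed on it in the same condition. FOX2 and GLT1, by contrast, were listed for both at Et-lim. Each value is the highest event of the gene in pooled duplicates.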

If Oaf1 is controlling expression of *ELO1*, one would expect a decrease in long- and very-long-chain fatty acids, as *ELO1* elongates C_14_ to C_16_ species to C_18_ species (36). Fatty acids were extracted from the *oaf1*Δ strain, and we found that the strain does indeed have higher levels of shorter chains of fatty acids and low levels of longer-chain fatty acids (Fig. S8), which indicates that Oaf1 has a regulatory role over *ELO1*.

## DISCUSSION

Knowledge of the structure and function of the transcriptional regulatory network is important for understanding and engineering cellular processes (1, 37). Although considerable data have been accumulated on the regulatory interactions between TFs and their targets in S. cerevisiae (38), reconstruction of the transcriptional regulatory network is still challenging owing to the complexity of the network and the limitation of experimental techniques. Identifying direct binding sites is critical for elucidating the hierarchical structure of the regulatory network of TFs because doing so can distinguish direct and indirect targets. Here, we mapped the genome-wide binding targets of five TFs in S. cerevisiae using ChIP-exo, with a focus on the regulation of lipid metabolism. By using chemostat cultures, it was possible to examine the relationship between environmental conditions and TF behavior at a constant specific growth rate. As shown in Fig. 1, the advanced resolution of ChIP-exo compared with early ChIP methods enabled us to experimentally determine the distribution of multiple *cis*-acting elements across the genome. The result provides an *in vivo* picture of promoter structure, which could be the basis for precise engineering of promoters in response to specific conditions (39).

Previous studies of the five TFs investigated here mainly focused on their responses to specific environmental signals, such as inositol concentration, which affects the functions of Ino2 and Ino4 (40), and the presence of exogenous oleate, which activates Oaf1 (41). Under industrial cultivation conditions, S. cerevisiae is often exposed to changes in the species and concentration of carbon sources as well as dissolved oxygen levels. This motivated us to use four cultivation conditions representing these industrial growth conditions to compare the binding characteristics of the TFs. The results suggest that the binding of these TFs to the genome can be affected by factors other than their well-known specific signals. For example, the intracellular levels of phosphatidic acid, which acts as a central signal in the regulation of Ino2 and Ino4 activity (42), are similar between N-lim and Glu-lim conditions when high concentrations of inositol are present in the culture we used (43). However, the binding target set and regulatory effect of Ino2 are still quite different for the various conditions (see Fig. S7 in the supplemental material). 

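Of the 133 Ino2 genes at N-lim, most were kept at Glu-lim, and the larger set at Glu-lim was mainly added to them: the N-lim and Glu-lim sets shared 125 genes. PCT1 and PGK1 are among the genes listed at Glu-lim and Et-lim and not at N-lim. Other genes were listed at N-lim with lower values, such as FMP48, which had Ino2 log2(S/N) of 3.67 at N-lim, 7.92 at Et-lim, and 7.61 at Glu-lim and no event at Ox,Glu-lim. HXT3 is an example of the opposite, with its highest Ino2 value at N-lim. The deletion transcriptomes were not analysed here.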

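Hap1 bound 39 of its 52 N-lim genes also at Et-lim and 44 of them also at Glu-lim, but these shared genes made 20.5% and 10.7% of the joint sets. Et-lim and Glu-lim shared 157 genes, 36.9% of the joint set, and 160 genes were bound by Hap1 at Glu-lim only. HOR7 was bound throughout, with log2(S/N) of 4.01 at N-lim, 7.64 at Et-lim, and 7.35 at Glu-lim. Over the 44 genes bound at both N-lim and Glu-lim, log2(S/N) was higher at Glu-lim for 40, with a median difference of +2.08. The spread between the pooled duplicates is not known, so these differences were not tested. Few Hap1 targets had a log2(S/N) of 2 or less at N-lim (7.69%) and Et-lim (5.65%), against 35.8% at Glu-lim. Part of the Glu-lim set may thus be weak events that the other conditions do not list, which was not tested.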

Similar results were observed for Hap1, whose binding targets are different across the three aerobically growing conditions, although they have similar dissolved oxygen levels. We further found that the effect of metabolic status on TF binding could possibly be attributed to changes in chromatin accessibility resulting from the condition-dependent binding of other TFs, which can recruit chromatin remodelers (44). Exploring the causal relationship between chromatin remodeling and the binding of TFs would provide new understanding about the complex process of transcriptional regulation in eukaryotes.

The surprisingly high number of binding targets, together with the significant overlap of targets between the TFs, raises the question of whether all binding is functional. 

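Ino2 and Ino4, which bind as a heterodimer, shared 577 target genes against 78.8 expected for random sets (odds ratio, 144); Hap1 and Oaf1 shared 226 against 30.1 (25.9; Fisher's exact test, adjusted p = 1.06e-161), and Oaf1 and Pip2 shared 101 against 14.9 (14.0; adjusted p = 5.19e-61). When only the 1371 genes with an event of any TF form the background, the odds ratios stay above 1 for these 3 pairs, at 10.2, 2.71, and 1.69 (exact test, adjusted p = 5.86e-80, 2.01e-16, and 0.000883), and turn below 1 for the other 7, such as Ino2 and Hap1 (13.6 to 0.734; adjusted p = 0.0126) and Ino4 and Hap1 (9.94 to 0.686; 0.00166). Among the other 7, Ino2 and Oaf1 (exact test, adjusted p = 0.241), Ino4 and Oaf1 (0.421), and Hap1 and Pip2 (0.122) did not pass. That background favors values below 1 by construction, since each of its genes is bound by at least 1 TF. Events of Ino2 and Ino4 on shared genes lay within 20 bp of each other at 83.7%, 77.8%, 86.6%, and 77.3% of genes at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim (adjusted p = 0.00178, the smallest possible in 1000 shuffles, BH over 32), and their log2(S/N) correlated across genes at r = 0.81, 0.73, 0.76, and 0.85. For Hap1 and Oaf1 the shares within 20 bp were 41.2%, 32.1%, 29.2%, and 14.3%. Overlap tests are two-sided with BH over 10 pairs.

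**Figure D6:**
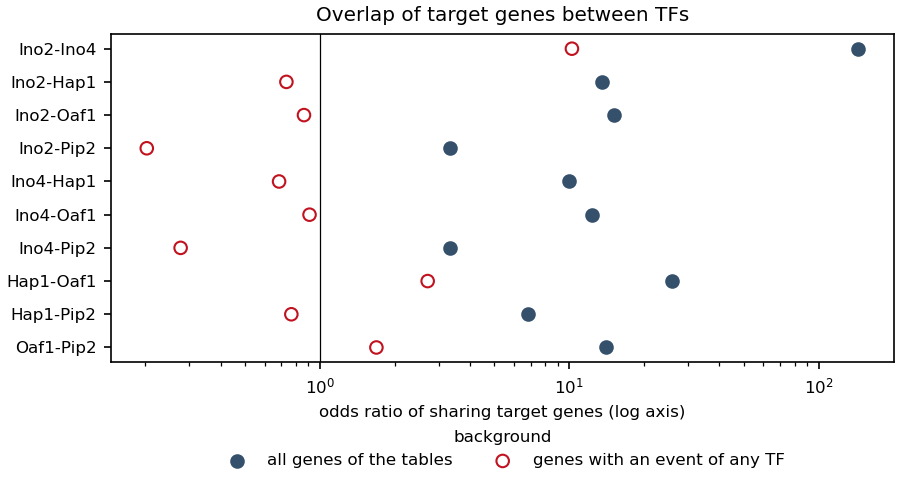
Odds ratio of sharing target genes (horizontal, log axis) for each pair of TFs against all genes (filled) and against genes with any event (open). Only 3 pairs stay right of the line at 1 in the narrower background.

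**Figure D7:**
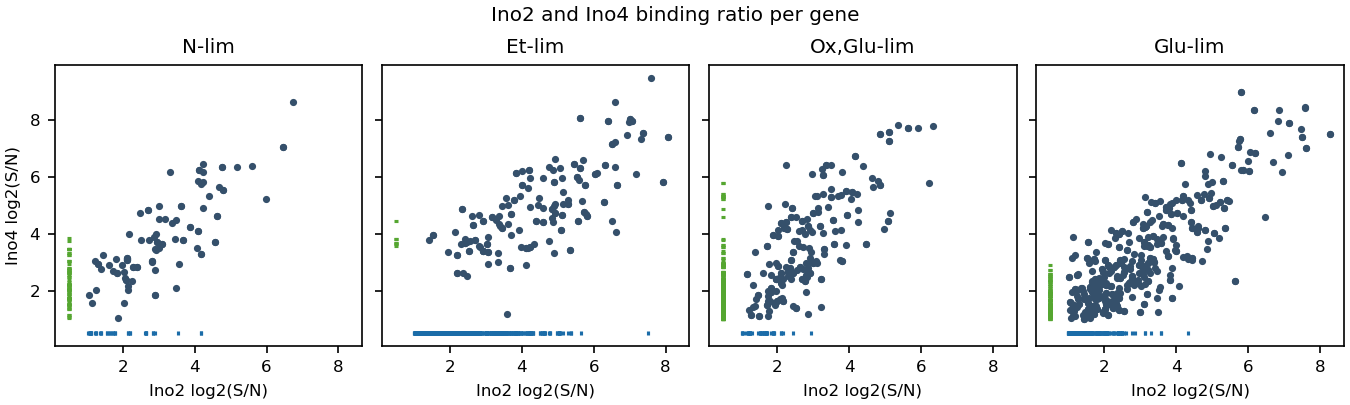
Ino2 log2(S/N) (horizontal) and Ino4 log2(S/N) (vertical) of each gene in the 4 conditions; ticks at the edges are genes with an event of 1 TF only. Blue ticks of Ino2 alone fill the lower edge at Et-lim, and green ticks of Ino4 alone the left edge at Ox,Glu-lim.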

Through the integration of binding data and TF-dependent gene expression data, the contribution of TF binding to the corresponding gene’s transcription level was assessed. There is poor overlap between the binding targets and differentially expressed genes as classically defined, but by allowing all genes and all targets to be integrated in the analysis, we could find statistical significance for changes in expression. The data showed that the affected overall binding targets of the deleted TF were in fact downregulated and in one case upregulated. However, at the gene level, we could not see which targets would be most affected by said deletion or if they would be down- or upregulated. 

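Ino2 targets over all conditions came to 833 genes, of which 489 had log2(S/N) above 2 in at least 1 condition. Counted as distinct events rather than genes, Ino2 had 95, 505, 174, and 444 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim. At Glu-lim, 43.3% of its targets had log2(S/N) of 2 or less, while INO1, FAS1, ACC1, and ITR1 stood at the top of the range. The deletion strain was not analysed here.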

Looking at some individual TFs, we can see that for Ino2, there are more than 800 targets in our ChIP-exo data but only 20 genes were substantially affected in the deletion strain; it is therefore difficult to evaluate the regulation directly. Because Ino2 does efficiently regulate the expression of some targets (e.g., *INO1* under Glu-lim condition [Fig. 6A]), we believe the nonfunctional or less functional binding events observed under the same condition are due to not only the low transcriptional activation ability of Ino2 and Ino4 in the presence of exogenous inositol (45) but also the complex internal transcriptional regulatory loop and coregulation of genes by multiple TFs. The cumulative regulation mechanism has been supported by a previous study on *ENO1* expression, where a single gene deletion of the bound TFs each led to decreased but not abolished gene expression from the *ENO1* promoter (32). This is due to the fact that the remaining transcription factors can adapt to the deletion of one TF. Therefore, deletion of a TF may not result in the identification of true functional targets but rather the state of how well the cell is adapting. If, however, the TF is the sole activator/repressor of a gene or in a hierarchical position toward other TFs that are regulating the said gene, then the expression level of the gene might have a correlation with the function of the TF. These results highlight the importance of systematically mapping the binding sites of all TFs in the reconstruction of a genome-scale transcriptional regulatory network.

The emerging computer-assisted tools for pattern recognition using neural networks and deep learning algorithms may allow for better motif discovery (46–48) and help reveal the interplay of TFs on promoters. As we are starting to see highly dynamic and complex regulatory networks in eukaryal cells, such deep learning techniques could lead to the discovery and understanding of regulatory and condition-responsive elements rather than the hierarchical individual TF regulation and thus identify holistic transcriptional regulatory networks that are at the core of molecular biology.

## MATERIALS AND METHODS

### Strains.

The TF-tagging strains were constructed by transforming the uracil auxotrophic strain CEN.PK 113-5D of *Saccharomyces cerevisiae* (49) with a tagging cassette containing the tandem affinity purification (TAP) tag CBP-ProtA coding sequence and Kluyveromyces lactis *URA3* marker gene flanked by 45-bp sequences for homologous recombination at the TF gene locus (50). This integration allows the tag to be fused in-frame to the C-terminal end of each TF connected by a six-glycine linker. Transformants were screened on synthetic complete medium lacking uracil (SC_Ura; Formedium), and the correct integrations were identified by PCR. The function of the TAP tag was confirmed by ChIP followed by quantitative PCR (ChIP-qPCR) of known target promoters. All primers for cassette construction, PCR identification, and ChIP-qPCR are listed in Table S6 in Data Set S1 in the supplemental material. Transcriptome sequencing (RNA-seq) was performed on strain CEN.PK 113-5D complemented by *URA3* as well as a *HAP1*-TAP-tagged strain in all four chemostat conditions, where no significant changes could be identified between the two strains (unpublished data).

### Media and cultivations.

Single colonies from fresh agar plates were inoculated into 50 ml yeast extract-peptone-dextrose (YPD) medium in shaking flasks and grown for 12 to 24 h. Cells were harvested by centrifugation and resuspended in sterile water to obtain inoculum. Chemostat cultivation in liquid medium with a working volume of 500 ml was carried out using 1.2-liter DASGIP fermentors operated at 30°C with a dilution rate of 0.1 h^−1^. The pH was maintained at pH 5.0 using 2 M KOH. Minimal medium containing vitamin (1,000× stock solution [all amounts shown for 1 liter]; 0.05 g biotin, 0.2 g 4-aminobenzoic acid, 1 g nicotinic acid, 1 g calcium pantothenate, 1 g pyridoxine-HCl, 1 g thiamine-HCl, and 25 g *myo*-inositol) and trace metal (1,000× stock solution [all amounts shown for 1 liter]: 15.0 g EDTA-Na_2_, 4.5 g ZnSO_4_·7H_2_O, 0.84 g MnCl_2_·2H_2_O, 0.3 g CoCl_2_·6H_2_O, 0.3 g CuSO_4_·5H_2_O, 0.4 g Na_2_MoO_4_·2H_2_O, 4.5 g CaCl_2_·2H_2_O, 3 g FeSO_4_·7H_2_O, 1 g H_3_BO_3_, and 0.1 g KI) (51) as well as the following compounds (all amounts shown for 1 liter) were used for feeding: (i) for nitrogen-limited media, 1 g (NH_4_)_2_SO_4_, 5.3 g K_2_SO_4_, 3 g KH_2_PO_4_, 0.5 g MgSO_4_·7H_2_O, 60 g glucose; (ii) for glucose-limited media, 5 g (NH_4_)_2_SO_4_, 3 g KH_2_PO_4_, 0.5 g MgSO_4_·7H_2_O, and 7.5 g glucose; (iii) for oxygen- and glucose-limited media, 5 g (NH_4_)_2_SO_4_, 3 g KH_2_PO_4_, 0.5 g MgSO_4_·7H_2_O, 7.5 g glucose, 420 mg Tween 80, and 10 mg ergosterol; (iv) for ethanol-limited media, 5 g (NH_4_)_2_SO_4_, 3 g KH_2_PO_4_, 0.5 g MgSO_4_·7H_2_O, and 5 g ethanol.

Antifoam 204 at 0.05 ml liter^−1^ (aerobic cultures) or 0.2 ml liter^−1^ (Ox,Glu-lim culture) was added to the feeding media. For aerobic cultures, airflow of 30 liters h^−1^ and stirring speed of 600 rpm (Glu- and N-lim cultures) or 800 rpm (Et-lim culture) were used to keep the dissolved oxygen above 30% of air saturation. For Ox,Glu-lim culture, the fermentor was sparged with 30 liters h^−1^ of nitrogen gas with a stirring speed of 300 rpm. The oxygen and carbon dioxide in the off-gas were measured using the DASGIP GA4 exhaust analyzer after being cooled by a condenser operated at 4°C.

### ChIP-exo.

Cells cultivated in chemostats were sampled for ChIP-exo analysis after steady state was achieved (optical density at 600 nm [OD_600_], dissolved oxygen, and off-gas profiles became constant) for 48 to 60 h. Formaldehyde at a final concentration of 1% (wt/vol) and distilled water were added to the cultures to cross-link protein-DNA complexes at an OD_600_ of 1.0 and a total volume of 100 ml. Cross-linking was performed for 12 min at room temperature with shaking followed by quenching, washing, and freezing as previously described (10). ChIP-exo was performed according to a previously reported method (52) with modifications (10, 29). The first adapters contain unique 6-bp index sequences. The final DNA samples were pooled in equimolar amounts and sequenced on the NextSeq 500 system (2 × 75 bp, mid-output mode; Illumina). The ChIP-exo experiments were performed in biological duplicate. All adapters and primers used in the ChIP-exo are listed in Table S7 in Data Set S1.

ChIP-exo data analysis was performed as previously described (10). Briefly, sequencing reads were mapped to reference genome assembly R64-2-1 of S. cerevisiae S288C with Bowtie2 (53), and the generated SAM files were converted to sorted BAM files via the removal of low-quality reads. The BAM files were trimmed 70 bases from the 3′ end using trimBam (http://genome.sph.umich.edu/wiki/BamUtil:_trimBam) to increase the resolution. The Integrative Genomics Viewer (IGV) browser (54) was used to visualize the alignment of reads to the genome. The program GEM (20) was used to identify peaks and compare biological duplicates. The noise level was calculated from averaged noise throughout each replicate. Binding events with log_2_(*S*/*N*) ratios of >1 are considered to be reliable, where earlier studies on Chip-exo data have used a log_2_(*S*/*N*) of >1.5 (29), although with the preprocessing of data, some positive events can be lost (Fig. S3). Identification of target genes was done with the *closest* function of BEDTools (55). Gene targets with a distance of more than 1,200 bp from the binding event center were sorted out. The MEME algorithm (56) was used to identify the consensus motifs for all TFs under all conditions. Forty-base-pair sequences were used as input, and the output motifs should have a length between 6 and 15 bp.

To generate the target gene-based ChIP-exo data tables and heat map of binding profiles, we used MatLab (57). The heat map binding profiles were created by extracting the counts of reads 300 bp up- and downstream of the identified binding site. The counts were log_10_ transformed, and the data were then transformed into a heat map profile. All heat map profiles were aligned to center binding.

### Accession number(s).

The ChIP-exo data have been deposited in the Gene Expression Omnibus database under accession number GSE88941.

### Data availability.

Data are also available for viewing at the UCSC Genome Browser.

10.1128/mSystems.00215-17.9 FIG S9  Effect of *OAF1* deletion on the content of fatty acids. The increased contents of short-chain fatty acids (C_12_ and C_14_) and decreased contents of long-chain and very-long-chain fatty acids (C_18_ to C_26_) indicate the downregulation of *ELO1* in the *OAF1* deletion strain. The *oaf1*Δ strain was constructed from strain CEN.PK113-11C using *URA3* as a selection marker. The strains were cultured in minimal medium containing 20 g liter^−1^ glucose and 100 mg liter^−1^ histidine for 72 h. Then, total fatty acids were extracted and analyzed as previously described (58). Data represent means ± standard deviations (SD) for biological duplicates. FAME, fatty acid methyl ester. Download FIG S9, TIF file, 0.5 MB. Copyright © 2018 Bergenholm et al. 2018 Bergenholm et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

How the deposited data were processed for this re-analysis (not part of the article)

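The samples are 40 ChIP-exo libraries of Saccharomyces cerevisiae in chemostats, 2 for each of 5 TFs (Ino2, Ino4, Hap1, Oaf1, and Pip2) and 4 conditions (N-lim, Et-lim, Ox,Glu-lim, and Glu-lim). No reads were used here; all values come from the 5 deposited gene tables, 1 for each TF, and from the deposited comparison tables of Oaf1 and Pip2 targets and of lipid genes. The log2 values are those of the authors: reads were aligned with Bowtie2 to R64-2-1, low-quality reads were removed, 70 bases were trimmed from the 3′ end, events were called with GEM over the duplicates, the signal was divided by a noise level averaged over each replicate, and only events with log2(S/N) above 1, an S/N ratio of 2, were kept. Positions, k-mers, strands, and distances are other values as deposited by the authors, who assigned events to genes with BEDTools within 1,200 bp and kept the highest event of each gene in MatLab; the labels also name SAMtools. Versions of these tools are not given in the labels. Duplicates are pooled, so that each gene has 1 value for each TF and condition; the depth of the libraries is unknown, and the precision of a single value could not be estimated.

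From each table 20 columns were used, 100 in all. Conditions were taken from the column headers. The tables name 7125 genes, of which 6208 were matched to the R64 annotation of the reference by name and 917 were not; 6005 are protein-coding by the reference. In each table 1 line names no gene; its entries stay in the counts. For 75 entries the strand of the gene was unknown, and these were left out of shares by position. Python 3.11.15 was used with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, and matplotlib 3.10.9.

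A target gene is a gene with a listed event. Overlap of conditions (6 pairs for each TF) and of TFs (10 pairs) was tested with Fisher's exact test, two-sided, with Benjamini-Hochberg (BH) adjustment, against all genes of the tables; for genes with all 5 TFs, sets of the same sizes were drawn 100000 times. Gene lists were 7 lists of the study's own table of lipid genes, which were chosen by the study on these samples, the union of its sterol, fatty acid, β-oxidation, and phospholipid lists, and 19 preset lists of pathways, each tested with Fisher's exact test for each TF and condition, with BH over the 108 tests of a TF and a threshold of 0.05; the effect of each alternative on every list past it was tabulated. Shares carry exact binomial 95% intervals. Binding ratios of k-mer groups with at least 10 events were compared by a permutation test of the Kruskal-Wallis statistic (100000 permutations; 17 tests), a k-mer and its reverse complement being counted as 1. Events of a pair of TFs on a shared gene were called 1 site within 20 bp and compared with 1000 shuffles of partners (32 tests); correlations across shared genes had permutation p values (32 tests). The difference of a list between conditions is the median over genes bound in either, with a gene without an event set to 1, and its percentile among 10000 random lists of bound genes matched on mean log2(S/N); lists with fewer than 5 such genes were left out. The consensus motifs of the paper were searched in 40-bp windows (20 bp on each side) around distinct events and compared with 1000 random placements (40 tests). Motifs that the paper derived from the events of the same TF do not give an independent test there. The smallest p values that these procedures can give are 1e-05 and 0.001.

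Genes are named by a rule: every gene the paper names as a target in its text and in the figures on binding, the 5 genes of each TF with the highest mean log2(S/N) among those bound in all conditions, the 5 with the largest difference between respiratory and fermentative conditions, every gene bound by all 5 TFs, and 4 examples for each preset list and TF. Values in the paper's figures and tables had been seen when the rule was written. The rule, the lists, the thresholds, the tests, and most alternatives were chosen before the data were examined. Genes at ribosomal DNA and SEC62 fall under the rule, among the genes with the highest mean for Pip2. Their closer description was chosen after their values were seen.

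Each procedure was tested on simulated data. Fisher's test called 100% of planted lists and 2% of random lists among 7125 genes; random draws gave 1.031 times the expected number of shared genes. The k-mer test called 5% of null sets and 98% of sets with a shift of 1 SD (110 events), the correlation test 5% of null sets and 100% at r of 0.5 (100 genes), and the test for 1 site 4% of null sets and 100% of planted ones. The list percentile lay outside the central 95% in 6% of null lists and in 95% of lists shifted by 1 SD (600 genes). The motif search found 80 of 80 planted windows among 200.

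Alternatives were thresholds of 1.5 and 2 on log2(S/N), distances up to 600 bp, counting an event for its nearest gene only, a background of genes with any event or of protein-coding genes, distinct events in place of genes, absolute distances, k-mer shares among events with a k-mer, k-mers as written, k-mer groups of at least 5 events, 10 and 50 bp for 1 site, and genes bound in both conditions or set to 0 where no event is listed. Added after the tables had been seen were Pip2 by gene start only, the joined lipid list, and the motif search. Leaving out a replicate and replicate blocks were planned and could not be run, because the tables hold no value for a single replicate. Transcript, nucleosome, and quantitative PCR data were not analysed here.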

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

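Among the tests in this part, that of the threshold alone was chosen after its result was seen; the others were set before.

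Ino2 and Ino4, partners of 1 heterodimer, differ between groups in opposite directions: Ino2 had 2.94 times as many target genes at Et-lim as at Ox,Glu-lim, while Ino4 had 0.366 times as many, a difference that was not tested because each number comes from 1 pooled table. A lower yield of weak events in Ino4 at Et-lim is a candidate explanation that fits its test: Ino2 targets with an Ino4 event had a median Ino2 log2(S/N) of 4.49 (171 genes) and those without had 1.98 (554 genes), with an area under the curve of 0.890, 57.6% of the genes without an Ino4 event at Et-lim have one at Glu-lim, and 1 of 178 Ino4 targets at Et-lim has a log2(S/N) of 2 or less. The same explanation fits for Ino2 at Ox,Glu-lim, where the area under the curve of Ino4 log2(S/N) was 0.838 and the medians were 3.5 (209 genes) and 1.74 (277 genes). The threshold alone did not meet its prediction, since at log2(S/N) above 2 Ino2 still had 2.46 times as many targets as Ino4 at Et-lim (4.07 times at the threshold of the tables). That cut cannot decide, because it drops 1 of 178 Ino4 targets and 39.9% of Ino2 targets. The upper quartile of Ino2 at Et-lim was 3.63 and the lower quartile of Ino4 was 3.77, so above that range the numbers lie closer. Higher cuts were not tried. An effect of carbon source or oxygen on Ino2 without Ino4 stays open: weak binding sites that need only 1 partner would give the same picture, and 25 of the 554 genes lie above the median of those with both.

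The Pip2 table holds a signal in genes that the paper does not discuss: its highest log2(S/N) of all, 7.89 at Glu-lim, is listed for the ribosomal DNA genes RDN25-2, RDN37-2, and RDN5-1 on chromosome XII, with 7.35 at N-lim, 7.52 at Et-lim, and 7.80 at Ox,Glu-lim, at positions 459942 to 460513. For RDN25-2 and RDN5-1 the listed distance runs from the 3′ end of the gene, and the entries of that kind are the second pattern weighed. Another rule for assigning events to genes in the Pip2 table fits its test: taking the nearest gene on each side of an event, without regard to strand, predicts 141 such entries for Pip2, of which 80.1% are listed (95% interval, 72.6 to 86.4), and 1676 for the other TFs, of which 0% are listed (upper bound, 0.220%). Binding of Pip2 away from promoters to the motif it shares with Oaf1 is argued against, since CGGXXXTAA lay within 20 bp of 2.5% of events listed only by a gene end (1 of 40; 0.0633 to 13.2) against 22.8% of the other Pip2 events (37 of 162), while binding there to its own consensus, CCGXXXTA, stays open, with 5% (2 of 40; 0.611 to 16.9) against 9.88%, since 40 events are too few to decide. A Pip2 site bound in several conditions enters these motif shares once for each, so their intervals are too narrow. Whether the other TFs have a signal at ribosomal DNA stays open, because the rule of their tables could not list it. No biological or technical explanation of the Pip2 signal there was tested. Without read counts for this region, its high log2(S/N) cannot be told from a technical effect and need not mean strong binding.

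Ino2 and Ino4 gave a signal in a gene family outside those the paper discusses: 31 of 138 ribosomal protein genes were Ino2 targets at Et-lim, against 14.0 expected (odds ratio, 2.63; adjusted p = 0.000173, Fisher's exact test, two-sided, BH over 108 tests). The list also passed for Ino2 at N-lim (7 of 138; exact test, adjusted p = 0.0372) and for Ino4 at Ox,Glu-lim (17 of 138; 0.0425) and Glu-lim (23 of 138; 0.00213). All 4 of these calls ended at log2(S/N) above 1.5 and above 2. Ribosomal protein genes are among the most transcribed genes of yeast, and tRNA genes, which are also highly transcribed, were bound by Ino2 less often than by chance at Et-lim (6 of 251; Fisher's exact test, adjusted p = 2.51e-05) and Glu-lim (8 of 251; 0.0023).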

How the results depend on the processing

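Among the tests in this part, Pip2 by gene start only, the joined lipid list, and the motif search were chosen after the data had been seen. No paired analysis was possible because the tables hold 1 pooled value for each TF and condition; leaving out replicates was not possible for the same reason, and depth is unknown, so what it limits could not be measured. A count is called the same here within 1.5 times its value, a share inside its 95% interval, and a tested result when it kept its direction and its side of 0.05. Counts called the same can therefore still change: at log2(S/N) above 1.5, genes with all 5 TFs went from 35 to 24 and Ino2 targets from 833 to 639. Gene list tests enter as numbers of enriched or depleted conditions and are judged as counts. Single list calls can thus end under a setting while the result is called the same. For Ino4 and the cell wall list at N-lim, the adjusted p (Fisher's exact test) went from 0.00409 to 0.122 above 1.5.

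With log2(S/N) above 1.5, 95 of 98 results were the same; the share of Ino4 genes common to Ox,Glu-lim and Glu-lim was 52.3%, Ino2 had 0 conditions with the ribosomal protein list enriched, and glycolysis was enriched for Ino2 in 1 condition. A stricter threshold lists fewer events by construction, which accounts for lower counts of targets; for other changes under any setting the cause was not tested.

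With log2(S/N) above 2, 80 of 98 were the same. Targets came to 436 for Ino2 at Et-lim, 358 at Glu-lim, and 489 over the conditions; 268 for Ino4 at Ox,Glu-lim, 352 at Glu-lim, and 424 over the conditions; 260 for Hap1 at Glu-lim; 109 for Oaf1 at Ox,Glu-lim; and 30 for Pip2 at N-lim, 20 at Ox,Glu-lim, and 135 over the conditions. Genes with all 5 TFs numbered 14. Enriched list and condition combinations for Ino2 fell from 42 to 27, and depleted ones for Hap1 went from 1 to 3. Conditions with a list enriched were 2 for Ino2 and fatty acid synthesis, 0 for Ino2 and ribosomal protein genes, 1 for Ino4 and glycolysis, and 2 for Oaf1 and sterol synthesis.

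With distances up to 600 bp, 76 of 98 were the same. Targets came to 87 for Ino2 at N-lim, 113 for Ino4 at Et-lim, 105, 177, and 157 for Oaf1 at N-lim, Et-lim, and Glu-lim, and 32 and 25 for Pip2 at N-lim and Ox,Glu-lim; genes bound under all 4 conditions were 60 for Ino2, 57 for Ino4, 34 for Oaf1, and 4 for Pip2, and genes with all 5 TFs were 8. Shared genes were 61.1% for Ino2 at Et-lim and Glu-lim and 54% for Ino4 at Ox,Glu-lim and Glu-lim. Depleted combinations for Oaf1 were 0 (2 before). Conditions enriched were 1 for Ino2 and ribosomal protein genes, 2 for Ino4 and fatty acid synthesis, 1 for Ino4 and glycolysis, 0 for Oaf1 and sterol synthesis, 1 for Oaf1 and glutamate supply, and 0 for Pip2 and fatty acid synthesis.

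With the nearest gene only, 76 of 98 were the same. Genes bound under all 4 conditions were 60 for Ino4, 22 for Hap1, 40 for Oaf1, and 2 for Pip2; Hap1 had 33 targets at N-lim, and Pip2 had 35, 65, 25, and 77 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim and 155 over the conditions; genes with all 5 TFs were 11. Shared genes were 63.9% for Ino2 at Et-lim and Glu-lim and 53.9% for Ino4 at Ox,Glu-lim and Glu-lim. Depleted combinations for Oaf1 were 0, and enriched ones for Pip2 were 7 (16 before). Conditions enriched were 1 for Ino2 and ribosomal protein genes, 2 for Hap1 and fatty acid synthesis, 1 for Oaf1 and glutamate supply, and for Pip2 2 for β-oxidation, 0 for fatty acid synthesis, 1 for malate, and 0 for glutamate supply. One event is given to 1 gene here by construction, so counts of genes go down.

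With Pip2 by gene start only, 15 of 21 results were the same; Pip2 targets were 25, 74, 24, and 82 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim, 142 over the conditions, and 3 under all 4.

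Against bound genes only, 7 of 10 odds ratios between TFs were reversed: 0.734 for Ino2 and Hap1, 0.864 for Ino2 and Oaf1, 0.202 for Ino2 and Pip2, 0.686 for Ino4 and Hap1, 0.909 for Ino4 and Oaf1, 0.277 for Ino4 and Pip2, and 0.769 for Hap1 and Pip2. Those of Ino2 and Oaf1, Ino4 and Oaf1, and Hap1 and Pip2 did not pass Fisher's exact test. Each gene of that background has an event by construction, which lowers the odds ratio. Against protein-coding genes, 38 of 43 were the same; depleted combinations were 0 for Ino2, 0 for Ino4, and 0 for Oaf1, since tRNA genes are not in that background, and conditions enriched were 1 for Ino2 and ribosomal protein genes and 2 for Oaf1 and sterol synthesis.

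With distinct events, 36 of 45 were the same. The share within 600 bp was 79.2% for Ino2, 77.6% for Ino4, 82.0% for Hap1, and 72.8% for Oaf1; correlations across genes were weaker for Ino2 and Oaf1 at Et-lim (r = 0.14) and Hap1 and Oaf1 at Glu-lim (0.18) and reversed, near 0, for Ino4 and Oaf1 at Et-lim (−0.0516), Ino4 and Pip2 at Glu-lim (−0.0581), and Hap1 and Pip2 at Et-lim (0.0169). By absolute distance the share of Pip2 was 69.9%. Among events with a k-mer, the joint share of the 2 most common k-mers at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim was 80.6%, 26.1%, 47.8%, and 27.1% for Ino2 and 75.3%, 58.9%, 38.0%, and 34.5% for Ino4, a smaller denominator by construction; with k-mers as written, 8 of 8 were the same. With groups of at least 5 events, 3 combinations of TF and condition differed between k-mers (0 before).

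Within 10 bp, 25 of 32 shares of sites in common were the same: weaker were Ino2 and Hap1 at Ox,Glu-lim (4.88%), Ino2 and Oaf1 at N-lim (10.5%), Ino4 and Hap1 at Ox,Glu-lim (5.71%), and Ino4 and Oaf1 at N-lim (8%) and Glu-lim (5.56%), reversed was Ino2 and Pip2 at Et-lim (2.78%), and stronger was Ino4 and Hap1 at Et-lim (11.4%). Within 50 bp, 27 of 32 were the same: stronger were Ino2 and Oaf1 at Glu-lim (25.9%), Ino2 and Pip2 at Et-lim (30.6%), Ino4 and Hap1 at Et-lim (22.9%), and Ino4 and Oaf1 at Et-lim (21.8%), and reversed was Ino4 and Pip2 at Glu-lim (16.7%). Ino2 with Ino4 and Oaf1 with Pip2 were the same in all conditions under both.

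For phospholipid genes from N-lim to Glu-lim, the median difference over genes bound under both was +0.99 for Ino2 and +0.84 for Ino4, and with no event set to 0 it was +1.26 and +1.70.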

Differences from the paper's values

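Among the tests in this part, the search for motifs in the reference was chosen after the tables had been seen. Of 106 values set beside the paper's, 4 differ, where differing means that 1 value is more than 1.5 times the other; smaller differences are not counted.

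For the joint share of the 2 most common Ino2 7-mers, the paper's value at Glu-lim is ~41%, against 20.6% here, and the paper's value at Et-lim is 57%, against 18.2% here. The paper's shares are of all binding events, while the tables hold only the highest event of each gene. The sets of events are thus unlike, and the difference need not contradict the paper. All 3 alternatives set before the data were examined still differ: among events with a k-mer the shares are 27.1% and 26.1%, with k-mers as written 20.6% and 18.2%, and over distinct events 20.3% and 18.2%. The paper's values at N-lim (74%) and Ox,Glu-lim (38%) are within 1.5 times 56.4% and 35.2%, though 74% lies outside the 95% interval of the share here (47.5 to 65.0). The shares of Ino4 among events with a k-mer, 75.3% at N-lim, 38.0% at Ox,Glu-lim, and 58.9% at Et-lim, lie near the numbers that the paper gives for Ino2 in these conditions.

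For Pip2 on ELO1, the paper's values are about 2.9 at Et-lim and about 3.2 at Glu-lim in Fig. 4B, read by eye, against 1.41 and 6.29 in the tables. The alternatives set before the data were examined drop or keep an event and give no other value for it, so under each of them both still differ; with log2(S/N) above 1.5 the event at Et-lim is not listed.

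Disagreements with statements follow. The paper puts most binding within 600 bp upstream for the TFs; the tally is 4 of 5, with Pip2 at 40.2%, and by absolute distance Pip2 reaches 69.9%, within the paper's range. Hap1 lies within the range by gene and at 82.0% over distinct events. The paper has Pip2 on EEB1 under all conditions; the table lists none at Et-lim, where an event with log2(S/N) of 4.73 listed for SEC62 lies 75 bp upstream of EEB1, closer than any event the tables list for a gene. The paper has Pip2 on MDH2 in respiratory conditions only; an event of 2.10 is listed at Ox,Glu-lim. The paper places Oaf1 at sterol genes in respiratory conditions; it is listed on 3 at N-lim and 4 at Ox,Glu-lim as well, and the sterol list passes Fisher's exact test in all 4 conditions. With log2(S/N) above 2 the list passes at Et-lim (adjusted p = 0.0184, exact test) and Glu-lim (0.0199) and not at N-lim (0.138) or Ox,Glu-lim (0.136), which is the paper's pattern. Other settings differ from it. By nearest gene the list passes at N-lim (exact test, 0.0257), Ox,Glu-lim (0.00473), and Glu-lim (0.0127) and not at Et-lim (0.0787). Above 1.5 it still passes at Ox,Glu-lim (exact test, 0.036). It passes at Ox,Glu-lim and Glu-lim only against protein-coding genes, and in no condition within 600 bp. The paper describes a pair of Hap1 motifs around the Oaf1 and Ino2 sites of OLE1; the search without mismatches finds 1 match of CCGXTAXXXCCG there. The paper treats ACS2 as a target of Ino2 and Ino4; neither is listed on it, while ENO1, named with it, carries both. The number of Oaf1 genes in fatty acid synthesis at N-lim is 7 in the tables and the paper's Fig. 5 prints 5, which is within 1.5 times. In the culture description, the paper's glucose concentration for Ox,Glu-lim is 7.5 g/liter and the labels give 10 g/liter.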

Other observations

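Among the tests in this part, the count of promoters and the motif shares by TF were chosen after their results were seen.

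The median log2(S/N) of Oaf1 over the 8 β-oxidation genes it bound was highest where oxygen and glucose were limiting and Tween 80, an oleate ester, was in the medium, with unbound genes set to 1: from Et-lim to Ox,Glu-lim the median difference was +1.55 (6 of 8 genes higher; percentile 99.7 of random lists), from N-lim it was +1.18 (7 of 8 higher; percentile 94.5), and from Ox,Glu-lim to Glu-lim it was −1.44 (7 of 8 genes lower; percentile 2.29). Over the 5 genes bound at both Et-lim and Ox,Glu-lim the difference was +1.23 (4 of 5 higher; percentile 98.4). The exceptions are FOX2, with 5.62 at Et-lim against 3.73 at Ox,Glu-lim, and TES1, which has no Oaf1 event at Ox,Glu-lim. Pip2, its partner, was listed on only 2 of these genes at Ox,Glu-lim, and its values went up from N-lim to Glu-lim by a median of +2.57 (7 of 7 genes). Only POX1 (2.44 at N-lim, 3.16 at Glu-lim) and FOX2 (2.10 and 4.49) had a Pip2 event at N-lim. The other genes rise by construction. The paper does not describe this order of conditions for Oaf1. The differences between conditions were not tested, since the duplicates are pooled.

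Oaf1 also bound stress response genes at Et-lim (9 of 35; Fisher's exact test, adjusted p = 7.25e-05) and Glu-lim (6 of 35; 0.00589), and sphingolipid genes at N-lim, Et-lim, and Ox,Glu-lim (4 of 27 in each; adjusted p = 0.0113, 0.0495, and 0.0114). Hap1 bound 12 of 63 cell wall genes (exact test, adjusted p = 0.000988) and 10 of 35 stress genes (9.61e-05) at Glu-lim. These tests are two-sided with BH over 108 for each TF; the stress list did not pass for Hap1 by nearest gene, nor the sphingolipid list for Oaf1 at Et-lim against protein-coding genes. Events of Hap1 and Pip2 on shared genes lay within 20 bp at 38.1% of genes at Et-lim and 25% at Glu-lim, and log2(S/N) of Oaf1 and Pip2 correlated across genes at r = 0.54, 0.67, 0.57, and 0.59 at N-lim, Et-lim, Ox,Glu-lim, and Glu-lim (adjusted p = 0.163, 5.33e-05, 0.0851, and 5.33e-05).

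The 35 genes with events of all 5 TFs are the third pattern weighed. Divergent genes that count 1 event for both are argued against as the whole cause, since the genes stand for 27 promoters; this test replaced counting by nearest gene only, which leaves 11 and had met the prediction for the cause, because that rule moves the events of 1 promoter between a pair of genes. A single site that carries the signal of every TF did not meet its prediction, which asked for most pairs to lie within 20 bp. Of pairs of events of different TFs at these genes, 14.5% did (60 of 413, 95% interval 11.3 to 18.3). The partner pairs Ino2 and Ino4 and Oaf1 and Pip2 were left out. The test cannot decide, since Oaf1 and Pip2 would not meet it either. Over all shared genes, their events lay within 20 bp at 28.1% to 46.7% by condition, and those of Ino2 and Ino4 at 77.3% to 86.6%. Unspecific signal at open promoters fits for Ino2, Ino4, and Hap1, whose own motif lies within 20 bp of 9.33%, 10.6%, and 10.3% of their events at these genes, against 19.1%, 23.6%, and 28.8% elsewhere, and not for Oaf1, with 27.6% against 15.0%; for Pip2, whose consensus CCGXXXTA lies at 15% (6 of 40; 5.71 to 29.8) against 7.41%, it cannot be told apart from specific binding, as the events are few, and pooled over the TFs, the value seen before the split, with the Oaf1 motif CGGXXXTAA taken for Pip2, was 16.8% (53 of 315; 12.9 to 21.4) against 21.2%, which would have counted against it; with CCGXXXTA it is 14.9% (47 of 315; 11.2 to 19.3) against 20.8%. A site bound in several conditions enters once for each, and the intervals treat these events as independent, so they are too narrow. For Ino2 the upper bound of 18.3% lies just below 19.1%, so its fit is uncertain. Part of the Ino2, Ino4, and Hap1 signal at these promoters may lack a specific site. The shares still exceed the 0.305%, 0.296%, and 0.914% of random placements. A shared response of the TFs to lipid signals stays open and was not tested.

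With Pip2 by gene start only, 32 of the 35 genes keep all 5 TFs, and FAA1, MET13, and TIM23 do not. FAS1 and the promoter of IPT1 and SNF11 have all 5 TFs in 2 conditions each.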
